# *Gynostemma pentaphyllum* polysaccharides ameliorate non-alcoholic steatohepatitis in mice associated with gut microbiota and the TLR2/NLRP3 pathway

**DOI:** 10.3389/fendo.2022.885039

**Published:** 2022-07-22

**Authors:** Si-Ran Yue, Yi-Yun Tan, Lei Zhang, Bao-Jun Zhang, Feng-Yan Jiang, Guang Ji, Bao-Cheng Liu, Rui-Rui Wang

**Keywords:** *gynostemma pentaphyllum* polysaccharides, non-alcoholic steatohepatitis, inflammation, gut microbiota, TLR2, NLRP3

## Abstract

Recent studies have revealed the pivotal role of gut microbiota in the progress of liver diseases including non-alcoholic steatohepatitis (NASH). Many natural herbs, such as *Gynostemma pentaphyllum* (GP), have been extensively applied in the prevention of NASH, while the bioactive components and underlying mechanism remain unclear. The aim of this study was to investigate whether the polysaccharides of GP (GPP) have a protective effect on NASH and to explore the potential mechanism underlying these effects. C57BL/6 male mice were fed with a methionine-choline-deficient (MCD) diet for 4 weeks to induce NASH and administered daily oral gavage of sodium carboxymethylcellulose (CMC-Na), low dose of GPP (LGPP), high dose of GPP (HGPP), and polyene phosphatidylcholine capsules (PPC), compared with the methionine-choline-sufficient (MCS) group. Our results showed that the symptoms of hepatic steatosis, hepatocyte ballooning, liver fibrosis, and oxidative stress could be partially recovered through the intervention of GPP with a dose-dependent effect. Furthermore, gut microbiome sequencing revealed that HGPP altered the composition of gut microbiota, mainly characterized by the enrichment of genera including *Akkermansia*, *Lactobacillus*, and *A2*. Moreover, hepatic transcriptome analysis indicated that the anti-inflammatory effect of HGPP might be associated with toll-like receptor (TLR) and nod-like receptor (NLR) signaling pathways. HGPP could inhibit the expression of TLR2 and downregulate the expression of the NLRP3 inflammasome, as well as the pro-inflammatory cytokine tumor necrosis factor (TNF)-α and interleukin (IL)-1β. In summary, GPP could ameliorate NASH possibly mediated *via* the modulation of gut microbiota and the TLR2/NLRP3 signaling pathway, indicating that GPP could be tested as a prebiotic agent in the prevention of NASH.

## Introduction

Non-alcoholic steatohepatitis (NASH), the aggressive form of non-alcoholic fatty liver disease (NAFLD), is characterized by liver steatosis, inflammation, and hepatocyte damage with different degrees of fibrosis (1–3). The global prevalence of NAFLD is approximately 25%, and the pooled overall NASH prevalence estimate among NAFLD patients is 59.10% (4). Emerging evidence suggests that the trigger of inflammation plays a key role in the progression from isolated steatosis state to NASH (2) and caused an increase in the risks of liver cirrhosis and hepatocellular carcinoma (HCC) (5, 6). However, limited medications are available by far to meet the increasing disease burden of NASH, and first-line therapy still mainly relies on lifestyle interventions including diet, exercise, and weight loss (7). Therefore, developing new therapeutic agents for preventing and treating NASH will be of high significance.

Recently, dysbiosis of the gut microbiota has been proposed to be causally and mechanistically associated with many liver diseases, including NASH (8). Studies in germ-free mice demonstrated that the gut microbiota is a primary causative agent of liver steatosis and NAFLD (9, 10). The gut microbiota and its metabolites influence the liver through the gut–liver axis, which plays an important role in the pathogenesis of hepatic lipid metabolism and inflammation (11). An essential component of the gut–liver axis may be associated with the role of the gut microbiota in the sphingolipid synthesis pathway in hepatic sinusoidal endothelial cells (12). Dysfunction of the intestinal epithelial barrier can markedly contribute to the increased translocation of gut microbial products and aggravate hepatic inflammation in NASH (13). Moreover, the serum concentration of endotoxin lipopolysaccharide (LPS), a component of gram-negative bacteria, was found to be increased in NASH (14). The intestine-derived bacterial product peptidoglycan (PGN) and LPS could enter the portal vein *via* the impaired gut barrier, thereby inducing an inflammatory response in the liver mediated by TLRs (15–17). For instance, TLR2, the recognizer of PGN, is required in the activation of the nod-like receptor protein 3 (NLRP3) inflammasome and the secretion of interleukin (IL)-1 which results in progression to NASH (18). Therefore, it is necessary to understand the contribution of the gut microbiota in the pathogenesis and improvement in NASH.

Many herbal remedies used in traditional Chinese medicine (TCM) exert hepatoprotective, anti-inflammatory, and anti-fibrotic effects in the intervention of NASH (19–21). *Gynostemma pentaphyllum* (GP), named “Jiao-Gu-Lan” in Chinese, is an edible and medicinal herbaceous climbing plant from the family Cucurbitaceae and has long been used as anti-inflammation TCM in China (22). The active component of GP has been mainly considered as saponins, while recently the purified or crude polysaccharides were also reported as the active ingredients of GP (23). The polysaccharides are enzymatically indigestible in the animal upper gastrointestinal tract until they reach the colon and are digested by the symbiotic bacteria; therefore, increasing attention has been paid to the effects of polysaccharides associated with the gut microflora (24, 25). Previous studies have indicated that several TCM polysaccharides from *Eucommia ulmoides* (26) and *Hirsutella sinensis* (27) could play an anti-inflammatory role by enhancing the growth of specific gut bacteria and the production of microbiota-derived metabolites (28–30). However, the effect of GP polysaccharides (GPP) in the treatment of NASH and the possible molecular mechanisms still need to be explored.

In the current study, the anti-NASH effects of GPP were evaluated in the murine MCD model of NASH. Gut microbiome and hepatic transcriptomics analyses were applied to reveal the underlying mechanism. It has been found that a high dose of GPP (HGPP) exerted prevention effect on MCD-induced C57BL/6 mice through the modulation of the gut microbiota and TLR2/NLRP3 signaling pathway.

## Materials and methods

### GPP preparation

GP was extracted three times with 80°C boiled water for 2 h each time. The concentrated filtrate was added into the AB-8 macroporous resins and eluted with water. GPP was obtained by lyophilizing for 48 h with a freeze dryer.

### Determination of molecular weight and monosaccharide composition

The molecular weight of GPP fractions was determined by high-performance gel permeation chromatography (HPGPC) equipped with a Shimadzu HPLC system (Shimadzu, Kyoto, Japan) fitted with one BRT105-104-102 (8 × 300 mm) (BoRui Saccharide, Yangzhou, China) and a RID-10A detector (Shimadzu, Kyoto, Japan). Briefly, 5 mg/ml of GPP sample was injected and analyzed on the HPGPC system at a flow rate of 0.6 ml/min with 0.05 M NACl at 40°C and monitored with the differential refractive index (dRI). The sample was filtered using a 0.22-μm filter before injection.

The monosaccharide composition was analyzed by ion-exchange chromatography (IC) using a Dionex™ Carbopac™ PA20 column (ICS5000, Thermo Fisher, Waltham, USA). Briefly, 10 mg of GPP sample was dissolved in 10 ml of 3 M trifluoroacetic acid (TFA) at 120°C for 3 h. After evaporation, the solution was dissolved in 10 ml of H_2_O, 100 μl was taken, and 900 μl of ddH_2_O was added. After 12,000 rpm centrifugation for 5 min, the supernatant was applied to HPIC using H_2_O, 15 mM NaOH, and 100 mM NaOAc as the mobile phase with a flow rate of 0.3 ml/min.

### Mouse model

Male C57BL/6 9-week-old mice (n = 35) were purchased from the Shanghai Model Organisms Center (Shanghai, China). The mice were maintained in a specific pathogen-free (SPF) grade and under standard conditions of illumination (12-h light/dark cycle). After 1 week of adaptive feeding, the mice were randomly divided into five groups. The control group was fed with a methionine and choline-sufficient (MCS) diet (#519581, Dyets) and received intragastric administration of 0.5% sodium carboxymethylcellulose (CMC-Na) at the same time for 4 weeks, and the model group was fed with an MCD diet (#519580, Dyets) and received intragastric administration of 0.5% CMC-Na at the same time for 4 weeks. In the GPP treatment groups, the mice were fed with an MCD diet and received intragastric administration of either at 150 mg/kg of low dose (LGPP) or 300 mg/kg of high dose (HGPP). In the positive treatment group, the mice were fed with an MCD diet and received intragastric administration of 120 mg/kg of polyene phosphatidylcholine capsules (PPCs). The GPP and PPC powders were dissolved in 0.5% CMC-Na for intragastric administration, and an equal volume of 0.5% CMC-Na vehicle was given to the MCS and MCD mice. GPP (purity: 98.93%) was purchased from Shanghai Winherb Medical Technology (#200607, Shanghai, China). PPCs were purchased from Sanofi (#H20059010, Beijing, China).

After 4 weeks, all mice were sacrificed by cranio-cervical dislocation. The blood sample was collected by extracting the eyeball, and serum was separated after centrifugation (2,500 rpm, 15 min) of the blood for biochemical analyses. The livers were immediately removed, weighed, and washed with PBS. Following evisceration, the liver samples were dissected from the right lobe of the liver. All samples were collected and stored at -80°C for long-term storage.

All procedures performed in the study involving animals were in accordance with the ethical standards of and protocol approved by the Shanghai Model Organisms Center (Shanghai, China).

### Hepatic and serum biochemical analyses

Hepatic total cholesterol (TC, #A111-1-1), triglycerides (TG, #A110-1-1), superoxide dismutase (SOD, #A001-3-2), malondialdehyde (MDA, #A003-1-2), and hydroxyproline (HYP, #A030-2-1) were measured according to the instruction, and all kits were purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, China). Serum TC, TG, low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C), alanine transaminase (ALT), and aspartate aminotransferase (AST) were measured using automated clinical chemistry analyzer (7020, Hitachi, Japan) in the Center for Drug Safety Evaluation and Research, Shanghai University of Traditional Chinese Medicine (Shanghai, China).

### Histological analysis

Liver tissues from the mice were fixed in 4% polyformaldehyde and embedded in paraffin wax. Sections were cut and stained with hematoxylin and eosin (H&E) and Sirius Red. Oil Red O staining was performed on frozen liver specimens. For the histological diagnosis of NASH, the NAFLD Activity Score (NAS) was evaluated by a pathologist using standards as previously described and NAS ≥5 served as a substitute indicator for the histological diagnosis of NASH (31). Images were quantified using Image-Pro Plus software 6.0 (Rockville, USA), three randomly chosen fields per sample. The percentages of Oil Red O staining and Sirius Red staining were calculated as the average e area of Oil Red O staining and Sirius Red staining relative to the total analyzed area.

### Gut microbiome sequencing

To determine the structure and function profile of the gut microbial community, high-throughput sequencing was used to sequence the 16S ribosomal RNA gene v3–v4 regions of the gut microbiota in mouse colon contents. The genomic DNA of the gut microbiota was extracted using the E.Z.N.A.^®^ Stool DNA Kit (#D4015-04, Omega Bio-tek, Norcross, USA) from colon contents according to the manufacturer’s instructions. The concentration and purity of extracted DNA were determined with NanoDrop 2000 (Thermo Scientific, Waltham, USA). The DNA extract quality was checked on 1% agarose gel. The v3–v4 regions of the 16S rRNA gene were amplified using 338F (5′ ACTCCTACGGGAGGCAGCAG 3′) and 806R (5′ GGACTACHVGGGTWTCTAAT 3′) primers. The multiplexed amplicons were purified using the AxyPrep DNA Gel Extraction Kit (#AP-GX-250G, Axygen Biosciences, Union City, USA). Amplicon sequencing was performed with Illumina MiSeq PE3000 (Illumina, San Diego, USA) at HonsunBio Biotechnology Co., Ltd. (Shanghai, China). The QIIME platform provided a 16S rRNA gene−amplicon−based analysis (https://www.qiime.org). The sequences allowed sorting of the reads into operational taxonomic units (OTUs) by clustering 97% sequence similarity and aligned using the SILVA database. Taxonomic classification was conducted according to various taxonomic ranks (phylum, order, class, family, genus, and species). The percentage of each bacterial species was analyzed and plotted by the R programming language. Sequence data associated with this project have been submitted to NCBI Sequence Read Archive (Accession Number: SRP361247).

### Transcriptomics

Total RNA was extracted from livers of MCS, MCD, and HGPP groups (n = 3). Liver samples were lysed using TRIzol reagent (#15596018, Ambion, Austin, USA), and RNA was isolated with chloroform, followed by isopropanol precipitation and 75% ethanol washing. The RNA was redissolved in RNase-free water, and integrity and purity were assessed using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, USA). RNA-sequencing library preparation was generated using 3 μg of RNA as input material. A sequencing library was generated on the NovaSeq 6000 platform (Illumina, San Diego, USA) by Personalbio Technology (Shanghai, China). After sequencing, the reads were preprocessed with Cutadapt and removed with an alignment quality (<Q20). Gene read counts were estimated with HTSeq (0.9.1) statistics, and then differential expression analysis was performed using DESeq (1.30.0) with a threshold of |log2FoldChange| >1 and *P* value < 0.05. Heatmaps of gene expression were generated using the R language pheatmap (1.0.8) software package and were generated based on Fragments per Kilobase of exon model per Million mapped fragments (FPKM). Gene Ontology (GO) enrichment was performed using topGO based on the hypergeometric distribution method with *P* value < 0.05. GO biological processes (BPs) were chosen for displaying the clustering results. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment was carried out by clusterProfiler (3.4.4) software, focusing on the significant enrichment pathway with *P* value < 0.05. Gene Set Enrichment Analysis (GSEA) for KEGG pathways was conducted using the GSEA website, and the gene sets were obtained from the MSigDB database (http://software.broadinstitute.org/gsea/msigdb). The GSEA enrichment plotted by R language gseaplot2 (1.2.0) offered the visualization by results with |NES|>1 and *P* adjust<0.05. Data were uploaded to the NCBI GEO database (GSE205974) and analyzed on the online platform Personalbio GenesCloud (https://www.genescloud.cn).

### Quantitative real-time polymerase chain reaction

Total RNA was extracted from homogenizing liver tissue, and cDNA was synthesized using HiScript II Q RT SuperMix for qPCR Kit (Vazyme, Nanjing, China). qPCR was performed by using a Luna Universal qPCR Master Mix (#M3003L, New England Biolabs, Ipswich, USA), and all the primers are presented in **Table S1**. GAPDH was used as the endogenous reference control. All primers were purchased from Sangon Biotech (Shanghai, China). The data were analyzed by 2^-ΔΔCt^.

### Western blotting

This section was performed in accordance with the former studies. Briefly, proteins from liver tissues were extracted by sonication in RIPA lysis buffer with phenylmethanesulfonylfluoride. After centrifugation at 12,000 rpm for 10 min at 4°C, the supernatant of the lysate was collected and the protein concentration was detected by the BCA method. The proteins of samples were fractionated through 8% SDS-PAGE and transferred onto NC membranes. After being blocked with 5% non-fat milk for 1 h at room temperature, the membranes were incubated with different primary antibodies overnight at 4°C. After washing with TBST three times (10 min each), the blots were incubated with secondary antibodies for 1 h. Finally, the signal was visualized using ECL reagent. Pro-Caspase-1 (#YT0652, 1:1,000), Caspase-1 (#YC0002, 1:1,000), β-actin (#YT0099, 1:5,000), and secondary antibody HRP* Goat Anti Rabbit IgG(H+L) (#RS0002, 1:10,000) antibody were purchased from ImmunoWay Biotechnology (Plano, USA). Western blot quantification was analyzed densitometrically using ImageJ software and normalized to β-actin.

### Immunohistochemistry

Liver tissues were embedded in paraffin, and slides were cut from the paraffin tissue. Slides were heated with sodium citrate for antigen retrieval and then incubated with primary antibodies including TLR2 (#GB11554, 1:300, Servicebio, Wuhan, China), NLRP3 (#YT5382, 1:100, ImmunoWay Biotechnology), ASC (#YT0365, 1:200, ImmunoWay Biotechnology), Caspase-1 (#GB11383, 1:500, Servicebio), and IL-1β (#GB11113, 1:250, Servicebio) overnight at 4°C. Secondary antibody HRP-conjugated Goat Anti-Rabbit IgG(H+L) (#GB23303, 1:200, Servicebio) was incubated for 50 min at room temperature. After PBS washing, peroxidase substrate DAB (#K5007, DaKo, Copenhagen, Denmark) was used as chromogen. The slices were stained, differentiated, and sealed before visualizing and taking photos under the microscope. Images of IHC were quantified using Image-Pro Plus 6.0 and assessed based on the sum value of integrated optical density (IOD, Area × Intensity) (32, 33). The average numbers of IOD were counted from three randomly chosen fields.

### Enzyme-linked immunosorbent assay

Mouse lipopolysaccharide binding protein (LBP) ELISA kit (#PCDBN0177) and mouse IL-1β ELISA kit (#PCDBM0158) were provided by PC Biotech (Shanghai, China). The serum levels of IL-1β and LBP were determined using commercial kits according to the instruction manual based on sandwich ELISA.

### Statistical analysis

Data are presented as median and interquartile range (IQR) using violin plots. Comparisons among multiple groups were performed using one-way analysis of variance (ANOVA) for normal distribution and Kruskal–Wallis test for non-normal distribution. One-way ANOVA was followed by a least significant difference (LSD) test. Comparisons between two groups were performed using unpaired t-test for normal distribution and Mann–Whitney test for non-normal distribution. *P* < 0.05 was considered statistically significant. Statistical tests used to compare conditions are indicated in figure legends. The violin plots indicated lower quartiles, median, and higher quartiles, from bottom to top. All statistical analyses were performed using GraphPad Prism 8.3.0 software (San Diego, USA) or SPSS 25.0 software (Chicago, USA).

## Results

### The analysis of GPP compositions

The HPGPC profile showed that the molecular weight of GPP was 1.08 kDa (**Figure 1A**). IC analysis showed the presence of rhamnose (Rha), arabinose (Ara), glucosamine hydrochloride (GlcN), galactose (Gal), glucose (Glc), xylose (Xyl), and mannose (Man) in the ratio of 0.208:0.069:0.015:0.186:0.467:0.018:0.037 for GPP (**Figures 1B, C**).

**Figure 1:**
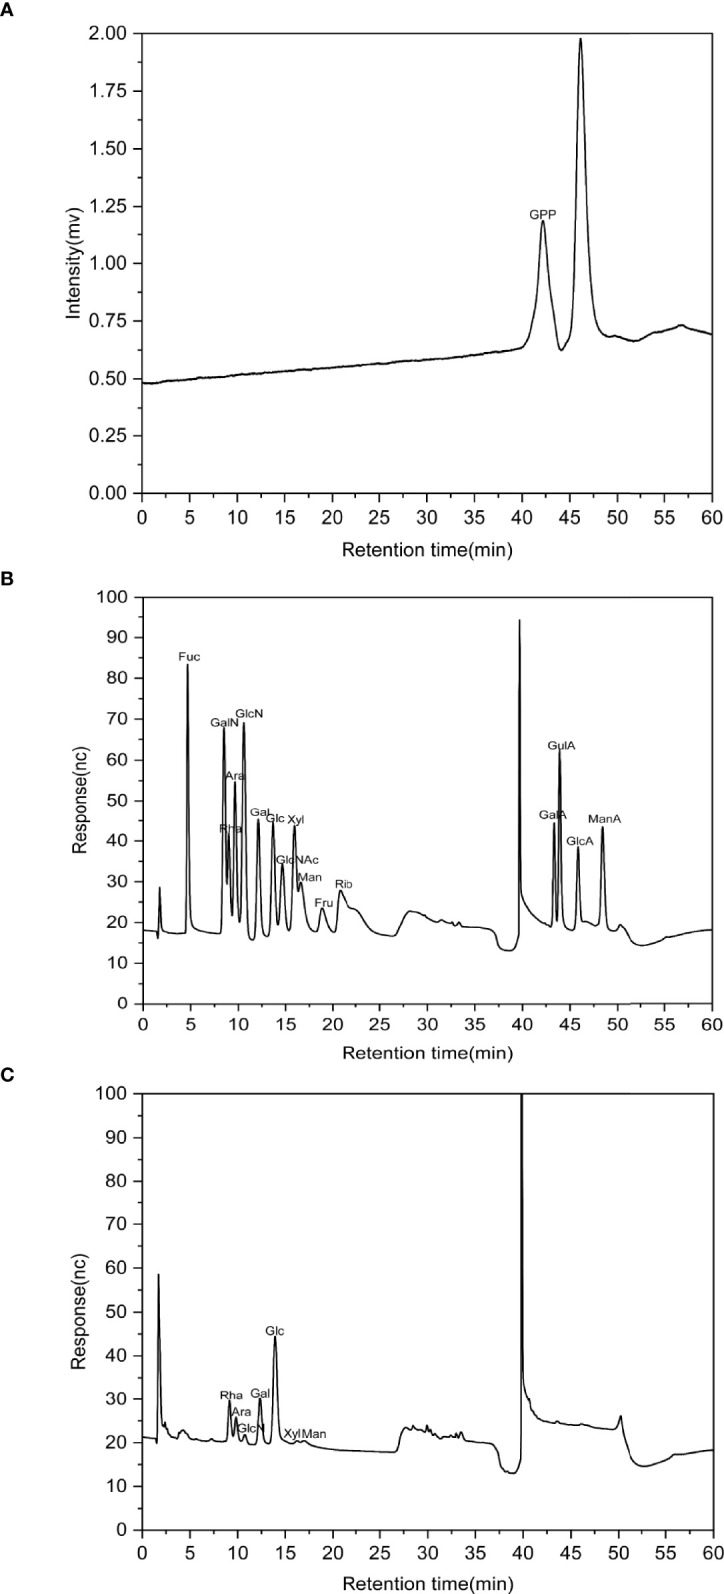
The characterization of *Gynostemma pentaphyllum* polysaccharides (GPP). **(A)** High-performance gel permeation chromatography (HPGPC) chromatogram of GPP. **(B)** Ion-exchange (IC) chromatograms of standard monosaccharides and **(C)** component monosaccharides of GPP.

### Effects of GPP on MCD-induced NASH mice

To explore the potential effects of GPP on NASH, an animal experiment was conducted as shown in **Figure 2A**. Pathological results showed the phenotype of NASH including ballooning degeneration, steatosis, lobular inflammation, and fibrosis induced by MCD diet. GPP and PPC improved the hepatic steatosis, while HGPP showed a similar efficacy as the PPC group based on the measurement of positive area staining and NAS score (**Figures 2B–E**). Regarding hepatic lipid level, the MCD group showed significantly increased levels of hepatic TC and TG, while the HGPP group showed a significant decreased level of hepatic TC (**Figures 2F, G**). MCD also induced oxidative damage in the liver as reflected by the SOD and MDA indexes. GPP and PPC had a significant ameliorative effect on the hepatic MDA, while HGPP and PPC presented a better effect on the hepatic SOD (**Figures 2H, I**). Meanwhile, HYP assay revealed that both LGPP and HGPP could significantly decrease the liver collagen content, while PPC showed no statistical difference (**Figure 2J**). Furthermore, MCD diet significantly decreased the levels of serum TC, TG, LDL-C and HDL-C, which could be partially recovered by different doses of GPP and PPC, respectively (**Figures 2K–N**). In contrast to the significant downregulation in the PPC group, the level of ALT showed a downward tendency in the LGPP group (*P* = 0.13) but an upward tendency in the HGPP group (*P* = 0.07). Moreover, the differences were not statistically significant in the level of AST among five groups (**Figures 2O, P**). These results indicated that GPP could ameliorate the MCD-induced NASH phenotype including hepatic steatosis, oxidative stress, and fibrosis in part. In addition, HGPP showed superior efficacy when compared with LGPP, so the further mechanistical exploration was mainly focused on the HGPP group.

**Figure 2:**
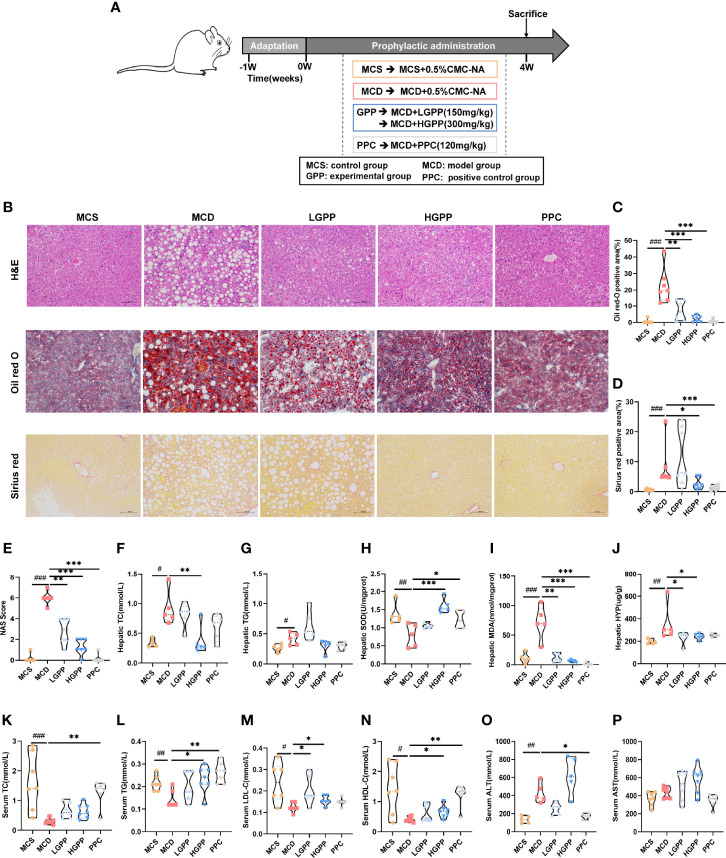
GPP alleviated methionine-choline-deficient (MCD)-induced non-alcoholic steatohepatitis (NASH) (n = 5–7). **(A)** Study design. **(B)** Representative photomicrographs of liver tissue with H&E (magnification, ×200, 100 μm) and Oil Red O staining (magnification, ×200, 100 μm) and Sirius Red staining for liver sections (magnification, ×200, 100 μm). **(C)** Histomorphometric analysis of the positive area with Oil Red O staining and **(D)** Sirius Red staining. **(E)** Non-alcoholic fatty liver disease (NAFLD) Activity Score (NAS). **(F–J)** Hepatic total cholesterol, triglycerides, superoxide dismutase, malondialdehyde, and hydroxyproline (TC, TG, SOD, MDA, and HYP, respectively). **(K–P)** Serum TC, TG, low- and high-density-lipoprotein cholesterol, alanine transaminase, and aspartate aminotransferase (LDL-C, HDL-C, ALT, and AST, respectively). Data are expressed as median and interquartile range (IQR). *P < 0.05, **P < 0.01 and ***P < 0.001 vs. the MCD group; ^#^ *P* < 0.05, ^##^ *P* < 0.01, and ^###^ *P* < 0.001 vs. MCS group. One-way ANOVA test followed by a least significant difference (LSD) **(H, P)**, Kruskal–Wallis test **(C–G, I–O)**. MCS, methionine-choline-sufficient; MCD, methionine-choline-deficient; LGPP, low dose of GPP; HGPP, high dose of GPP; PPC, polyene phosphatidylcholine capsules.

### Composition of the intestinal flora modified by HGPP treatment

The gut microbiota composition was profiled by sequencing the v3–v4 areas of the 16S rRNA gene. The alpha-diversity reflected by Chao1 and Shannon indexes showed no statistical difference between MCD and HGPP groups (**Figures 3A, B**). Principal coordinate analysis (PCoA) based on Bray–Curtis distance showed a clear separation between three groups, and the HGPP group clustered closer to the MCS group. Differences in analysis of similarity (ANOSIM) were significant for the three groups (*P* = 0.002, ANOSIM *R* = 0.5341) (**Figure 3C**). In addition, we observed significant changes in the relative abundance at the phylum and top 20 genus levels (**Figures 3D, E**). LEfSe analysis between MCD and HGPP groups showed that *Akkermansia* and *A2* were enriched in the HGPP group, while *Clostridia_uncultured* was enriched in the MCD group at the genus level (**Figure 3F**). Random forest ranked the top 15 genera which contribute to the discrimination of MCD and HGPP groups, the top 5 including *Lactobacillus*, *A2*, *Clostridia_UCG-014_norank*, *GCA-900066575*, and *Akkermansia*. (**Figure 3G**). The relative abundances of *Lactobacillus*, *Akkermansia*, *A2*, and *Clostridia_uncultured* were further compared between the MCD and HGPP groups. There was a trend (*P* = 0.09) for higher relative abundance of *Lactobacillus* in the HGPP group. Moreover, HGPP was found to have a significantly increased relative abundance of *Akkermansia* and *A2* and a significantly decreased relative abundance of *Clostridia_uncultured* compared to MCD (**Figure 3H**).

**Figure 3:**
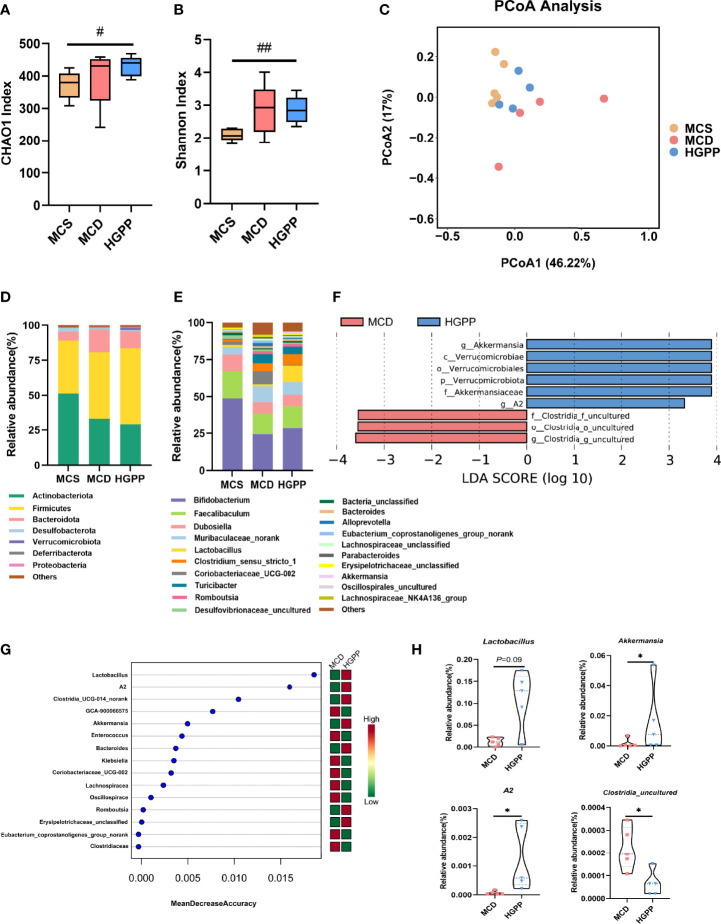
HGPP changed the composition of the gut microbiota. **(A)** The alpha diversity analysis, including CHAO1 diversity and **(B)** Shannon diversity (n = 4–5). **(C)** Principal coordinate analysis (PCoA) based on the Bray–Curtis of mouse colon content microbiota in MCS, MCD, and HGPP groups (n = 4–5). **(D)** Changes in colonic bacterial composition (relative abundance) at the phylum level (n = 5) and **(E)** genus level (n = 5). **(F)** Linear discriminant analysis (LDA) effect size (LEfSe) analysis for differential abundant taxa detected between MCD and HGPP groups based on the abundance profiles. Threshold parameters were set as *P* = 0.05 for the Mann–Whitney U test. LDA score > 2.0 (n = 5). **(G)** Top 15 bacterial genera influencing mean decreased accuracy of random forest classification between MCD and HGPP colonic microbiota (n = 5). **(H)** The relative abundance of *Lactobacillus*, *Akkermansia*, *A2*, and *Clostridia_uncultured* between MCD and HGPP groups (n = 5). Data are expressed as median and interquartile range (IQR)Please revise: *P <0.05, vs. the MCD group; ^#^ *P* <0.05 and ^##^ *P* < 0.01 vs. the MCS group. Kruskal–Wallis test **(A, B),** Mann–Whitney U test **(H)**.

### HGPP regulated hepatic gene expression profiles in MCD-fed mice

To further understand the potential mechanism underlying the anti-NASH effect of HGPP, the hepatic transcriptional profiles were characterized among different groups of mice. 

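Liver RNA of 9 male C57BL/6 mice was sequenced, 3 from each of 3 groups, after 4 weeks of feeding. MCS mice ate a diet with sufficient methionine and choline, MCD mice ate a diet that lacks both nutrients, and both groups were gavaged with the vehicle, 0.5% sodium carboxymethylcellulose. HGPP mice ate the deficient diet and received the polysaccharides at 300 mg/kg. Without choline and methionine the liver cannot export fat as lipoprotein at the normal rate, and the diet is used to model steatohepatitis. Each library is 1 mouse, so the spread within a group is the spread between animals. The authors deposited 1 table of FPKM values (fragments per kilobase of gene, scaled to the library's total) for 21936 genes. Trimming, alignment, counting and the division by length and depth are already in these values. The paper's methods name Cutadapt and HTSeq, and the submitters' processing notes name fastp 0.20.1, STAR 2.7.7a and featureCounts 2.0.0. Which of these made the deposited values, and on which genome build, is not given in the sources used here. With the gene lengths of GENCODE vM21 (GRCm38), 98.13% of the values of up to 1000 reads came out as whole reads within a tolerance of 0.02 reads, and coordinates are given on that build. The fragments behind the FPKM values recovered in this way were 14964993 to 18902846 per library in MCS (median 15624328), 11492654 to 16702367 in MCD (median 13115716) and 13355282 to 15691032 in HGPP (median 14649023). In the shallowest library, MCD replicate 1, an FPKM of 0.1 in a gene of 1 kb stands for 1.15 reads, so that values near that level rest on single reads. Genes with an FPKM of at least 0.1 in 3 or more of the 9 libraries were tested, which left 13817. Groups were compared in pairs with limma on log2(FPKM + 0.1), with p-values adjusted by Benjamini-Hochberg, and fold changes on this scale understate the change of low genes. The paper's own thresholds, a log2 fold change beyond 1 with an unadjusted p under 0.05, were applied beside the adjusted p. In addition, 56 gene lists of pathways and cell type markers, of which 52 had 3 or more tested genes, were compared with all other genes by limma's camera with a preset correlation between genes of 0.01, and again with the correlation estimated from the data. The main tests, the filter, the gene lists and the rule for the genes named in the text were fixed before the deposited values were examined. They were fixed with knowledge of the paper's text and figures, whose heatmaps show these samples. Tests with voom, and those on why leukocyte markers lay lower, were chosen only after the results were seen. The 4 lists of genes that the study itself names were picked by the study on these samples, and are no independent evidence of a direction. The lists of TLR and NLR signaling hold several of these genes as well, so their tests are only partly independent.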

First of all, principal component analysis (PCA) showed a distinct separation among MCS, MCD, and HGPP groups. 

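Along the first principal component of log2(FPKM + 0.1), which held 52.9% of the variance, the MCS livers stood apart from all livers on the deficient diet. Their scores were -59.4, -60.6 and -64.1, against 18.0, 70.1 and 58.1 in MCD and 3.42, 37.2 and -2.61 in HGPP. The genes with the greatest weight toward MCD were, in this order, Cyp2a4, a steroid-hydroxylating cytochrome P450, Gpnmb, a glycoprotein of macrophages, Cib3, a calcium-binding protein, Mmp12, the macrophage elastase, and Lgals3, a galectin. Mup7 and Mup11, which encode major urinary proteins made by male liver, carried the greatest weight toward MCS. MCD and MCS scores did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 livers against 3 allow), and neither did HGPP and MCS scores. HGPP and MCD scores overlapped on this component, with a difference of means of -36.1 (exact permutation test, two-sided p = 0.2). The root mean square difference in log2 expression between 2 livers averaged 1.08 from MCD to MCS and 0.85 from HGPP to MCS, against 0.56 within MCS. It averaged 0.76 from HGPP to MCD, against 0.74 within MCD and 0.57 within HGPP. On linear FPKM values, MCD and MCS stood apart on the first component when the values were centred (exact permutation test, two-sided p = 0.1). HGPP and MCD then stood apart on it as well (exact permutation test, two-sided p = 0.1), and HGPP and MCS overlapped (exact permutation test, two-sided p = 0.2). Without centring MCD and MCS overlapped on it (exact permutation test, two-sided p = 0.6) and stood apart on the second component (exact permutation test, two-sided p = 0.1).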

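On the second component, with 14.8% of the variance, the HGPP livers scored -28.2, -22.2 and -35.2, below the MCD livers at 24.0, -12.1 and 48.0. The genes with the greatest weight toward HGPP included Sprr1a, a small proline-rich protein of epithelial envelopes, the keratin Krt20, the aldo-keto reductase Akr1b7 and the xenobiotic-inducible cytochrome P450 Cyp2b10. Those toward MCD included Npy, which encodes a neuropeptide, and Cd79a, a chain of the B cell receptor. Cyp2b10 stood at 2.23 ± 0.311 FPKM in HGPP (SD, n = 3) and 0.319 ± 0.300 in MCD (SD, n = 3), a log2 fold change of 2.87 that did not pass limma's adjusted p (0.161). Cd79a stood at 0.311 ± 0.185 FPKM in HGPP and 3.14 ± 2.85 in MCD (SD, n = 3 each), a log2 fold change of -2.61 (limma, adjusted p = 0.190). The HGPP and MCD scores did not overlap, with a difference of means of -48.5 (exact permutation test, two-sided p = 0.1, the smallest possible for 3 against 3). With every gene scaled to unit variance, HGPP and MCD overlapped on this component (exact permutation test, two-sided p = 0.2), and so they did on linear FPKM values that were centred (exact permutation test, two-sided p = 0.4). On linear values that were not centred they stood apart on it (exact permutation test, two-sided p = 0.1).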

HGPP treatment resulted in a clear separation in gene expression in the PC2 context of MCD (**Figure 4A**). Volcano plots showed 2,282 genes between the MCS and MCD groups (1,622 upregulated genes, 660 downregulated genes), 1,232 genes between the MCS and HGPP groups (805 upregulated genes, 427 downregulated genes), and 755 genes between the MCD and HGPP groups (132 upregulated genes, 623 downregulated genes) (**Figures S3A, B**, **Figure 4B**). 

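In the MCD livers the largest rises among the named genes were those of Cyp2a4, a cytochrome P450, Gpnmb, Cib3, a calcium-binding protein, and Mmp12, and the largest falls those of the urinary protein genes Mup7 and Mup11. Cyp2a4 rose from 4.42 ± 2.21 FPKM in MCS to 936 ± 519.5 in MCD (SD, n = 3 each), a log2 fold change of 7.65 (standard error 0.495, limma adjusted p = 0.000256). Gpnmb, a transmembrane glycoprotein of macrophages, rose by 7.45 on the log2 scale (limma, adjusted p = 0.000441), and the galectin gene Lgals3 by 5.89 (limma, adjusted p = 0.000571). Mup7 fell by 6.46 on the log2 scale (standard error 1.03, limma adjusted p = 0.00365), and Elovl3, a fatty acid elongase, fell from 24.9 ± 7.89 to 1.82 ± 1.60 FPKM (SD, n = 3 each). Mup genes and Cyp2a4 have near-identical copies, so their reads may be split between paralogs. Against MCD, HGPP livers had 3 genes past limma's adjusted p of 0.05, and all 3 fell. Acod1, the enzyme that makes itaconate in activated macrophages, was at 0.222 ± 0.0874 FPKM in HGPP and 4.30 ± 1.86 in MCD (SD, n = 3 each), a log2 fold change of -3.72 (standard error 0.368, limma adjusted p = 0.0145). Acod1 lies on chromosome 14 of GRCm38 from 103046977 to 103056573. Hsd3b2, a 3-beta-hydroxysteroid dehydrogenase, was at 2.39 ± 0.178 FPKM in HGPP and 10.4 ± 1.56 in MCD (SD, n = 3 each), a log2 fold change of -2.07 at the same adjusted p. The last of the 3 was Tnf, the cytokine tumor necrosis factor. Genes past the study's thresholds but not the adjusted p included the sterol hydroxylase Cyp39a1, at 46.0 ± 6.42 FPKM in HGPP and 16.3 ± 6.67 in MCD, and the lipid droplet protein Plin5 at 135 ± 3.37 and 64.7 ± 9.33 (SD, n = 3 each). At the study's thresholds, 2940 genes changed in MCD against MCS (2671 higher, 269 lower), 1713 in HGPP against MCS (1509 higher, 204 lower) and 841 in HGPP against MCD (127 higher, 714 lower). At limma's adjusted p under 0.05 the counts were 3060 (2707 higher, 353 lower), 2602 (2260 higher, 342 lower) and 3 (0 higher, 3 lower). With voom on the recovered reads, added after the values were seen, they were 3109, 2623 and 1. At an unadjusted p under 0.05 they were 5269, 4968 and 1891, where 691 are expected by chance. The FPKM values of all genes lay higher than in MCS by a median log2 of 0.40 in MCD and 0.33 in HGPP, and median-of-ratios scaling brought these medians to 0.02 and 0.01. At limma's adjusted p this scaling gave 2250 (1231 higher, 1019 lower), 1375 (704 higher, 671 lower) and 3, and quantile normalization 1258 (669 higher, 589 lower), 1201 (658 higher, 543 lower) and 0. With median-of-ratios scaling the counts at the study's thresholds were 2315 (1618 higher, 697 lower), 1250 (796 higher, 454 lower) and 786 (164 higher, 622 lower). With quantile normalization they were 1754 (1023 higher, 731 lower), 1005 (563 higher, 442 lower) and 696 (209 higher, 487 lower). Without MCD replicate 1, the count of HGPP against MCD was 1359 at the study's thresholds and 443 at limma's adjusted p, without MCD replicate 3 it was 530 and 0, and without HGPP replicate 3 it was 552 and 0. Without HGPP replicate 1 or HGPP replicate 2 no gene passed limma's adjusted p. Without MCD replicate 2, 1020 genes passed the study's thresholds (385 higher, 635 lower) and 2 passed limma's adjusted p. The count of MCD against MCS at limma's adjusted p was 1557, 1786 and 1248 without MCS replicate 1, 2 or 3, and 1354 without MCD replicate 3. That of HGPP against MCS was 1133 and 1387 without MCS replicate 2 or 3, and 1025 and 1455 without HGPP replicate 2 or 3.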

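Most genes that changed in both MCD against MCS and HGPP against MCD moved in opposite directions. At the study's thresholds 673 genes were shared by the 2 comparisons, of which 629 were higher in MCD than in MCS and lower in HGPP than in MCD, and 30 the reverse. The macrophage elastase Mmp12 was among them, at 0.120 ± 0.0653 FPKM in MCS, 40.4 ± 29.1 in MCD and 5.43 ± 1.81 in HGPP (SD, n = 3 each). Fabp5, a fatty acid binding protein of macrophages, was at 21.7 ± 14.0 FPKM in MCD and 2.93 ± 0.981 in HGPP (SD, n = 3 each). Independent lists of these sizes would share 138 genes in the first direction and 2.5 in the second. Both comparisons use the same MCD livers, which alone gives opposite signs: over 100 draws of unchanged groups the overlap had a median of 2.5 and reached 1815. The correlation of fold changes across genes, which are not independent replicates, was -0.64 against a simulated -0.65, and the covariance was -0.276 against a simulated -0.089, a difference of -0.187. Both diet comparisons shared 1265 genes, all changed in the same direction (1138 higher, 127 lower, against 291.7 and 4 for independent lists), with a covariance of 0.386 against a simulated 0.049. HGPP against MCS and HGPP against MCD shared 292 genes, of which 207 were higher against MCS and lower against MCD, where independent lists would share 78. The shared HGPP livers alone give the same sign here (simulated correlation 0.41 against a found 0.02, simulated covariance 0.05 against 0.007). With 3 livers per group the shared group cannot be split, so part of the excess in the first 2 pairs may come from the shared livers. At an adjusted p under 0.05 in both, 2 genes moved in opposite directions, and without MCD replicate 1 or MCD replicate 3 the count of opposite changes was 1181 or 402, and without HGPP replicate 3 it was 417. Without MCD replicate 2 it was 609, of which 531 were lower in HGPP than in MCD and 78 higher. Without MCD replicate 1 the latter number was 59.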

Venn diagrams depicted the number of overlapping and different DEGs for three group comparisons (**Figures S3C–E**). 

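Markers of infiltrating leukocytes lay lower in HGPP than in MCD livers, while the medians of 4 resident cell types lay near 0. Among 14 markers of monocyte-derived macrophages the median log2 fold change was -1.69, and none passed limma's adjusted p over all genes (9 lower when adjusted over the list alone). Itgax, the integrin CD11c, was at 1.87 ± 0.775 FPKM in HGPP and 11.0 ± 5.92 in MCD (SD, n = 3 each). Among 8 neutrophil markers the median was -1.91 (6 lower when adjusted over the list alone), and the calprotectin subunit S100a8 was at 3.35 ± 0.941 FPKM in HGPP and 18.4 ± 8.89 in MCD (SD, n = 3 each). Among 7 B cell markers the median was -1.57 (6 lower over the list alone), and Cd79b, the second signaling chain of the B cell receptor, was at 0.737 ± 0.274 and 3.96 ± 3.25 FPKM. The 12 T cell markers had a median of -0.80 (0 over the list alone), with Cd3d, a chain of the T cell receptor complex, at 0.284 ± 0.120 and 0.876 ± 0.575 FPKM. The 9 NK cell markers had a median of -1.16 (1 lower over the list alone) and the 9 dendritic cell markers -0.93 (1 lower over the list alone). None of the genes in these 6 lists passed limma's adjusted p over all genes, although every member lay below 0. In the per-liver median of all 59 markers, the mean of HGPP minus that of MCD was -1.26 (95% interval from the spread between livers -2.87 to 0.34). The livers overlapped, with HGPP replicate 2 at 1.24 and MCD replicate 1 at 1.03 over the MCS mean. As sets, camera gave adjusted p of 4.38e-08 for monocyte-derived macrophages, 1.14e-07 for neutrophils, 2.27e-05 for B cells, 0.00141 for T cells, 0.00152 for NK cells and 0.00209 for dendritic cells. With RIN as a covariate the calls of T cells, NK cells and dendritic cells (median -0.044) are lost (camera, adjusted p = 0.383, 0.0745 and 0.283). RIN ran from 7.3 to 7.8 in MCD and from 7.7 to 8.7 in HGPP, so it cannot be fully separated from treatment. The T cell call is lost without MCD replicate 3 as well (median -0.401, camera adjusted p = 0.0891), and with 1 library left out the medians ran to -0.48 for NK cells, -0.509 for dendritic cells and -1.028 for B cells. The NK cell call is also lost with a filter at FPKM 1. Genes encoded on mitochondrial DNA, a sign of RNA quality, lay lower too, by a median of -0.85 (camera, adjusted p = 0.000280, and adjusted p = 0.477 with an estimated correlation). All 6 calls are lost with an estimated correlation, where the adjusted p was 0.468 for the first 3 lists, 0.507 for T cells and 0.477 for NK and dendritic cells. By directional fry the adjusted p was 0.257 for dendritic cells and 0.255 for each of the other lists. Kupffer cell markers had a median of -0.15 (1 higher over the list alone), stellate cell markers -0.07, sinusoidal endothelial markers 0.17 (0 over the list alone in both) and cholangiocyte markers -0.09 (1 lower over the list alone). Their camera adjusted p was 0.868, 0.868, 0.193 and 0.602. With 1 library left out these medians changed sign, from -0.557 without MCD replicate 1 to 0.402 without MCD replicate 2 for Kupffer cells, -0.477 to 0.183 for stellate cells without the same libraries, -0.187 to 0.399 for endothelial cells likewise, and -0.477 without HGPP replicate 2 to 0.293 without MCD replicate 2 for cholangiocytes. The endothelial list was called higher without HGPP replicate 1 or MCD replicate 3. Hepatocyte markers had a median of 0.27 (camera, adjusted p = 0.00337, and adjusted p = 0.468 with an estimated correlation). Their call is also lost without MCD replicate 2 (camera, adjusted p = 0.112), with RIN as a covariate and with quantile normalization, and their median was 0.152 without MCD replicate 3 and 0.449 without HGPP replicate 2. Plasma cell markers had a median of 0.17 and erythroid genes of -0.87 (0 and 2 lower over the list alone), and limma's camera gave them adjusted p of 0.657 and 0.0744. Among the 841 genes at the study's thresholds, 9 of the 14 monocyte-derived macrophage markers were found where 0.85 are expected (Fisher's exact test, adjusted p = 1.74e-07) and 6 of the 8 neutrophil markers where 0.49 are expected (adjusted p = 8.18e-06). Markers of a cell type vary together and are not independent in this test. Among genes past limma's adjusted p, 0 lists were enriched.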

GO enrichment analysis revealed the top 20 significantly enriched GO terms in the biological process, such as regulation of immune system, leukocyte activation, cell activation, inflammatory response, T cell activation, and cytokine production, among others, between the MCD and HGPP groups (**Figure 4C**). 

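Of the 714 genes lower in HGPP than in MCD at the study's thresholds, 11 are among the listed chemokines and receptors and 11 among the genes of leukocyte transendothelial migration. Of 30 chemokines and receptors, 26 lay below 0 with a median log2 fold change of -0.85, and none passed limma's adjusted p over all genes (9 lower when adjusted over the list alone). Cxcl2, a chemokine that attracts neutrophils, was at 0.571 ± 0.287 FPKM in HGPP and 4.89 ± 1.14 in MCD (SD, n = 3 each), a log2 fold change of -2.97 (limma, adjusted p = 0.0523). Ccl4, a macrophage inflammatory protein, was at 1.05 ± 0.387 and 5.53 ± 2.61 FPKM. In the list of leukocyte transendothelial migration, 34 genes with a median of -0.81, none passed the adjusted p over all genes (15 lower over the list alone), and Itgam, the integrin CD11b, was at 0.375 ± 0.0658 FPKM in HGPP and 2.51 ± 1.03 in MCD (SD, n = 3 each). The 26 genes of osteoclast differentiation had a median of -0.96 (0 lower over all genes, 12 over the list alone). Its protease gene Ctsk was at 0.945 ± 0.272 and 6.07 ± 3.17 FPKM. The 20 genes of platelet activation had a median of -0.95 (0 lower over all genes, 4 over the list alone), with Fermt3, the kindlin of blood cells, at 2.21 ± 0.792 and 6.88 ± 2.93 FPKM. Among the 841 genes past the study's thresholds, 11 chemokine genes were found where 1.83 are expected (Fisher's exact test, adjusted p = 5.54e-06), 13 osteoclast genes where 1.58 are expected (adjusted p = 1.85e-08), 8 platelet genes where 1.22 are expected (adjusted p = 5.63e-05) and 11 transendothelial migration genes where 2.07 are expected (adjusted p = 1.80e-05). TLR signaling had 12 of 65 genes where 3.96 are expected (Fisher's exact test, adjusted p = 0.00193), and NLR signaling 15 of 64 where 3.90 are expected (adjusted p = 2.57e-05). Genes are not independent in this test, and the lists, drawn up for this purpose, are not the KEGG gene sets. The TLR and NLR lists also hold genes that the study picked on these samples. As sets, these lists had camera adjusted p of 3.33e-06 for chemokines, 5.97e-06 for transendothelial migration, 7.95e-06 for platelet activation and 1.91e-07 for osteoclast differentiation. These calls are lost with an estimated correlation (adjusted p = 0.468 for chemokines, platelet activation and osteoclast differentiation, and adjusted p = 0.477 for transendothelial migration). All 14 markers of monocyte-derived macrophages and all 8 of neutrophils lay below 0 in the same comparison.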

Several KEGG signaling pathways, including chemokine signaling pathway, osteoclast differentiation, platelet activation, leukocyte transendothelial migration, toll-like receptor (TLR) signaling pathway, and nod-like receptor (NLR) signaling pathway, were widely enriched between the MCD and HGPP groups (**Figure 4D**). To be able to systematize the gene expression results, we performed GSEA based on all annotated genes to determine the important signaling pathways. In total, there were 40 pathways with |NES|>1 and *P* adjust < 0.05 between the MCS and MCD groups, and there were 42 pathways with |NES|>1 and *P* adjust < 0.05 between the MCD and HGPP groups (**Tables S9, 10**). 

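Nuclear genes of energy metabolism lay slightly higher in HGPP than in MCD livers, while genes encoded on mitochondrial DNA lay lower, with 12 of 13 below 0. The 21 genes of the citrate cycle had a median log2 fold change of 0.25, with 19 above 0 and none past limma's adjusted p over all genes or over the list alone. The 20 genes of fatty acid oxidation and targets of PPARalpha, the receptor that induces fat burning, had a median of 0.32 (0 over all genes and 0 over the list alone), with the thioesterase Acot2 at 79.9 ± 17.9 FPKM in HGPP and 40.1 ± 23.2 in MCD (SD, n = 3 each). Acot2 has a close paralog, Acot1, with which it may share reads. Nuclear genes of oxidative phosphorylation, 32 in number, had a median of 0.20, and 27 proteasome genes had a median of 0.18, again with 0 genes past limma's adjusted p. By limma's camera the adjusted p was 8.37e-05 for the citrate cycle, 9.34e-05 for fatty acid oxidation, 0.00125 for oxidative phosphorylation and 0.00624 for the proteasome. None of these calls holds with an estimated correlation (adjusted p = 0.468, 0.468, 0.468 and 0.605). With RIN as a covariate, camera made no call for the citrate cycle (median 0.03, adjusted p = 0.131) or fatty acid oxidation (median 0.125, adjusted p = 0.131), and that for the proteasome is also lost without MCD replicate 3 (camera, adjusted p = 0.0841). Quantile normalization ends the calls of oxidative phosphorylation and the proteasome. Of 52 lists, camera called 35 in MCD against MCS (21 higher, 14 lower) and 34 in HGPP against MCD (13 higher, 21 lower), and with an estimated correlation it called 1 and 0. The 1 list was that of 29 drug-metabolizing enzymes in MCD against MCS, with a median of -0.63. Of its genes 11 fell (limma, adjusted p under 0.05, 14 over the list alone), with camera adjusted p = 6.02e-15, and adjusted p = 0.0388 with an estimated correlation. By fry, which asks whether a list's genes move one way without comparing them with other genes, 27 lists moved in MCD against MCS and 0 in HGPP against MCD.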

The overlapping KEGG pathways between MCS vs. MCD and MCD vs. HGPP were screened, including natural killer cell-mediated cytotoxicity, hematopoietic cell lineage, TLR signaling pathway, NLR signaling pathway, B-cell receptor signaling pathway, Fc epsilon RI signaling pathway, and leukocyte transendothelial migration. 

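Most listed genes of Fc receptor and B cell receptor signaling rose in MCD livers. Of 24 genes of Fc receptor signaling, 19 rose in MCD against MCS and none fell (limma, adjusted p under 0.05, 21 higher when adjusted over the list alone), with a median log2 fold change of 2.36. Syk, the tyrosine kinase below these receptors, was at 0.487 ± 0.191 FPKM in MCS, 4.35 ± 1.88 in MCD and 1.77 ± 0.603 in HGPP (SD, n = 3 each), and its rise in MCD passed the test (limma, adjusted p = 0.00216). In HGPP against MCD all 24 genes lay below 0 with a median of -1.05, and none passed limma's adjusted p over all genes (11 lower over the list alone). Of 22 genes of B cell receptor signaling, 16 rose in MCD and none fell (18 over the list alone), with a median of 2.27, and in HGPP against MCD the median was -1.01 (0 over all genes, 12 lower over the list alone). The adaptor Blnk rose from 0.191 ± 0.0625 FPKM in MCS to 2.50 ± 1.41 in MCD (SD, n = 3 each, limma adjusted p = 0.00363). Of the 34 genes of leukocyte transendothelial migration, 23 rose in MCD and none fell (24 over the list alone), with a median of 1.5. The list was led by the chemokine receptor Cxcr4 with a log2 fold change of 3.70 (limma, adjusted p = 0.000280). NK cell markers had a median of 1.06 in MCD against MCS, and of 9 genes 3 rose (4 over the list alone), including the NK receptor gene Klrd1 (log2 fold change 2.84, limma adjusted p = 0.00608). In MCD against MCS the camera adjusted p was 1.01e-07 for Fc receptor signaling, 2.10e-06 for B cell receptor signaling and 2.45e-06 for transendothelial migration, and 0.0775 for NK cell markers. With an estimated correlation these are adjusted p = 0.395, 0.373, 0.395 and 0.619. In HGPP against MCD it was 7.26e-09 for Fc receptor signaling and 3.90e-07 for B cell receptor signaling, and adjusted p = 0.468 with an estimated correlation for both. Markers of B cells rose as well in MCD (5 of 7 genes, limma, adjusted p under 0.05, 6 over the list alone), with per-liver medians over MCS of 1.26, 1.39 and 3.52, the highest in MCD replicate 3.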

A previous study has shown that transcriptional upregulation of the inflammatory pathway is typically initiated by pattern recognition receptors (PPRs) such as TLRs and NLRs (34). MCD consistently led to the activation of the TLR and NLR signaling pathways, showing the importance of these two pathways in the development of a murine MCD model of NASH (**Figures 4E, F**). This result was also found between the MCD and HGPP groups (**Figures 4G, H**). 

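In MCD livers 26 of 65 genes of TLR signaling rose and 1 fell (limma, adjusted p under 0.05, 29 and 1 when adjusted over the list alone). Of 64 genes of NLR signaling 32 rose and none fell (40 over the list alone), and the median log2 fold changes were 0.64 for TLR signaling and 1.07 for NLR signaling. The chemokine gene Ccl3, which is induced downstream of these receptors, rose to 7.59 ± 2.68 FPKM in MCD (SD, n = 3), a log2 fold change of 4.72 (limma, adjusted p = 0.000256). Cyba, a subunit of the phagocyte NADPH oxidase, rose from 6.48 ± 2.97 to 68.8 ± 39.2 FPKM (SD, n = 3 each, limma adjusted p = 0.00309). Pstpip1, an adaptor that binds pyrin, rose by 3.22 on the log2 scale (limma, adjusted p = 0.00149). Of 30 chemokines and receptors, 19 rose and none fell (22 over the list alone), with a median of 1.98. As sets, the camera adjusted p was 0.00182 for TLR signaling, 7.03e-06 for NLR signaling and 2.24e-05 for chemokines. None of the 3 calls holds with an estimated correlation (adjusted p = 0.556 for TLR signaling, adjusted p = 0.395 for NLR signaling and adjusted p = 0.373 for chemokines). By fry, which does not compare a list with other genes, the adjusted p was 0.0222 for TLR and 0.0195 for NLR signaling. All genes lay higher in MCD than in MCS by a median log2 of 0.40, a shift that fry does not remove. Markers of monocyte-derived macrophages rose in the same livers (13 of 14 genes, 14 over the list alone), with a median of 3.98, and 6 of 8 neutrophil markers rose (8 over the list alone), with a median of 3.11. Their camera adjusted p was 1.45e-10 and 1.22e-05, and adjusted p = 0.347 with an estimated correlation for both.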

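In HGPP against MCD, 47 of 65 genes of TLR signaling and 53 of 64 genes of NLR signaling lay below 0, and 1 gene, Tnf, fell at limma's adjusted p under 0.05 in each list. Adjusted over the list alone, 5 genes of TLR signaling were lower and 0 higher, and 8 of NLR signaling were lower and 1 higher. The median log2 fold changes were -0.23 and -0.54, and with 1 library left out they ran from -0.421 to -0.148 and from -0.831 to -0.465. Ccl3 had a log2 fold change of -2.19 (limma, adjusted p = 0.129), and Pstpip1, which was at 0.565 ± 0.186 FPKM in HGPP and 3.45 ± 1.32 in MCD (SD, n = 3 each), had one of -2.38 (limma, adjusted p = 0.0695). The camera adjusted p was 0.00133 for TLR signaling and 2.31e-07 for NLR signaling, and neither call holds with an estimated correlation (adjusted p = 0.571 and adjusted p = 0.468). By fry the adjusted p was 0.257 and 0.255. Markers of monocyte-derived macrophages moved with these lists: their median over the MCS mean was 2.80, 4.76 and 4.17 in MCD replicates 1, 2 and 3 and 1.69, 2.60 and 1.30 in HGPP replicates 1, 2 and 3.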

As in the analysis above, the liver gene expression profiles reflected altered gene expressions and signaling pathways when HGPP compared to MCD. The possible mechanism was associated with regulating TLR and NLR signaling pathways.

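Set against MCS, single genes of TLR and NLR signaling were higher in HGPP livers, while camera called neither list and fry called both. Of 65 genes of TLR signaling 16 were higher in HGPP than in MCS and 1 was lower (limma, adjusted p under 0.05, 17 and 1 when adjusted over the list alone), with a median log2 fold change of 0.45. Of 64 genes of NLR signaling 15 were higher and none was lower (19 over the list alone), with a median of 0.54. Across the settings, the medians fell as low as 0.093 for TLR and 0.191 for NLR signaling. Ccl2, the chemokine that attracts monocytes, rose from 1.26 ± 0.580 FPKM in MCS to 6.49 ± 2.61 in HGPP (SD, n = 3 each, limma adjusted p = 0.00715), and Fos, a subunit of the transcription factor AP-1, rose by 1.84 on the log2 scale (limma, adjusted p = 0.0367). Of the 14 markers of monocyte-derived macrophages 11 were higher (12 over the list alone), with a median of 1.87, and of the 8 neutrophil markers 2 were higher (4 over the list alone), with a median of 0.99. As sets, the camera adjusted p was 0.2 for TLR signaling, 0.0761 for NLR signaling, 3.77e-07 for monocyte-derived macrophages and 0.0507 for neutrophils. With an estimated correlation these were adjusted p = 0.646, 0.639, 0.431 and 0.493. By fry, which does not compare a list with other genes, the adjusted p was 0.0153 for both TLR and NLR signaling, and in its mixed form 0.00116 and 0.00257. All genes lay higher in HGPP than in MCS by a median log2 of 0.33, a shift that fry does not remove. Directional fry called 17 lists higher and 2 lower in this comparison. Its adjusted p was 0.00842 for the qPCR reference genes and for the proteasome. By limma's camera, NLR signaling passed with array weights (adjusted p = 0.0406) and with MCS replicate 1 left out (adjusted p = 0.0245). From the altered gene expression and pathways between HGPP and MCD, the paper proposes a possible mechanism that is associated with the regulation of TLR and NLR signaling.

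**Figure D1:**
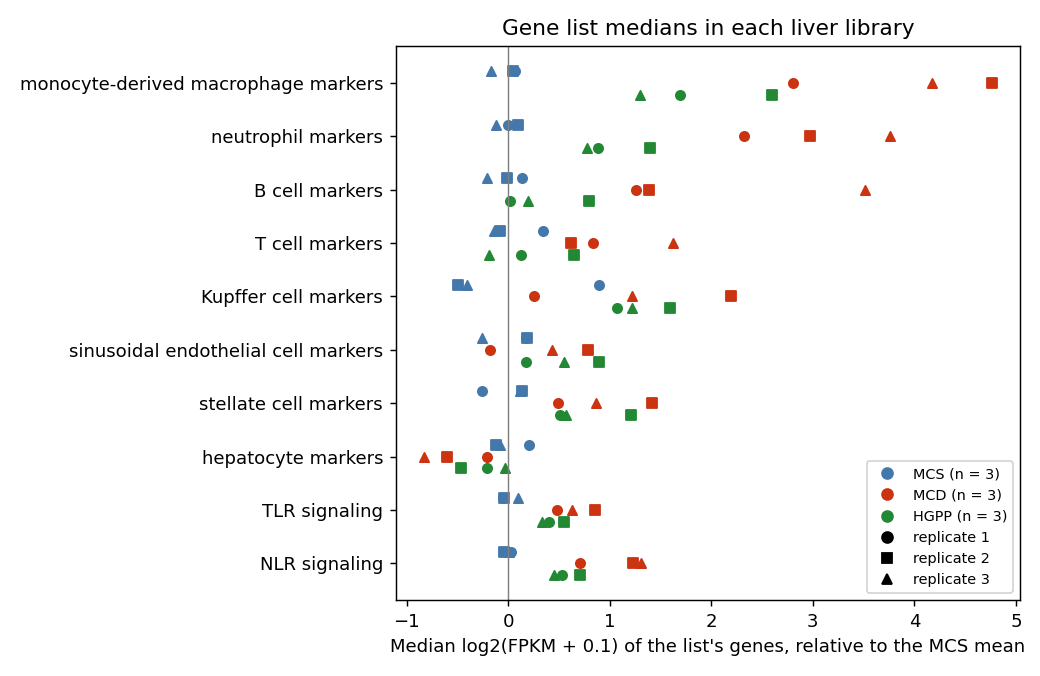
Median log2(FPKM + 0.1) of 10 gene lists in each of the 9 livers, relative to the mean of the MCS livers, with 1 point per liver, colored by group, and the marker shape giving the replicate. MCD replicate 1 lies nearest to the HGPP livers in most immune lists, and the monocyte-derived macrophage markers of HGPP lie at 1.69, 2.60 and 1.30, above MCS and below MCD.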

**Figure 4:**
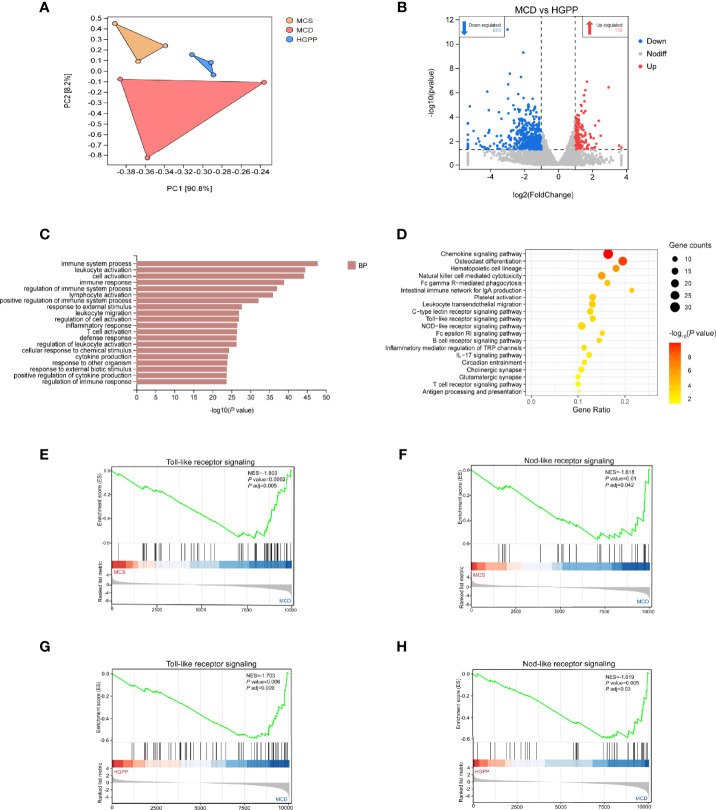
HGPP caused a shift in gene expression in mice liver (n = 3). **(A)** Principal component analysis (PCA) of transcriptional profiling of the mouse liver tissues among three groups. **(B)** Screening different genes by volcano plot (|log_2_Foldchange|>1, *P* value <0.05) between MCD vs. HGPP group. **(C)** Gene Ontology (GO) pathway enrichment analysis of top 20 pathways between the MCD and HGPP groups. **(D)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of top 20 pathways between the MCD and HGPP groups. **(E)** Gene Set Enrichment Analysis (GSEA) of toll-like receptor (TLR) signaling between the MCS and MCD groups. **(F)** GSEA of nod-like receptor (NLR) signaling between the MCS and MCD groups. **(G)** GSEA of TLR signaling between the MCD and HGPP groups. **(H)** GSEA of NLR signaling between the MCD and HGPP groups.

### HGPP modulated the TLR2/NLRP3 signaling pathway in the liver of MCD mice

To investigate whether the anti-inflammation effect of HGPP treatment impacts TLRs and NLRs on NASH, we examined the potential molecular mechanism. Heatmaps of gene expression (FPKM) showed that compared with that in the MCS group, the expressions of TLR genes (Tlr1, Tlr2, Tlr4, Tlr6, Tlr7, Tlr8) (35), inflammasome activation genes (Nlrp1b, Nlrp3, Nlrc4, Naip1, Naip5, Naip6, Nod2, Card9, Aim2, Caspase1, Caspase4, Caspase12, etc.) (36–39), pro-inflammatory genes (Il-1β, Il-18rap, Tnf-α, etc.) (35), and immune-related genes (Cd14, Cd40, Cd80, Cd86, etc.) (40, 41) were upregulated in the MCD group. Conversely, the expressions of genes including Tlr1, Tlr2, Tlr4, Nlrp1b, Nlrp3, Naip1, Naip5, Naip6, Aim2, Caspase1, Nod2, Card9, Il-1β, Il-18rap, Tnf-α, Cd40, and Cd80 were downregulated from mice treated with HGPP (**Figures 5A, B**). 

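All 25 genes that the study names as upregulated rose in MCD livers (limma, adjusted p under 0.05), with log2 fold changes from 1.38 to 4.00. With median-of-ratios scaling 19 passed limma's adjusted p, 5 of 6 TLR genes, 9 of 12 inflammasome genes and 5 of 7 others. They were picked by the study on these samples and are no independent evidence of the direction. The 6 TLR genes rose by a median of 2.00 on the log2 scale, and all 6 passed when adjusted over the list alone as well. Tlr2, the receptor for bacterial lipoproteins (ENSMUSG00000027995, chromosome 3 of GRCm38 from 83836272 to 83841767), rose from 0.784 ± 0.342 FPKM in MCS to 3.74 ± 1.34 in MCD (SD, n = 3 each), a log2 fold change of 2.13 (standard error 0.391, limma adjusted p = 0.00620). Tlr1, which pairs with it, rose by 3.19 (limma, adjusted p = 0.00302). The 12 inflammasome genes rose by a median of 1.80, all 12 also over the list alone. Nlrp3, the sensor of the inflammasome (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956), rose from 0.175 ± 0.0765 to 1.01 ± 0.520 FPKM (SD, n = 3 each), a log2 fold change of 1.91 (standard error 0.454, limma adjusted p = 0.0167). Card9, an adaptor of fungal pattern receptors, rose by 3.03 (limma, adjusted p = 0.00106), and Casp1, the protease that matures IL-1β, by 1.96 (limma, adjusted p = 0.00789). The 7 pro-inflammatory and immune genes rose by a median of 2.00, all 7 also over the list alone, with Cd14, the lipopolysaccharide co-receptor, going from 2.82 ± 1.72 to 15.6 ± 9.47 FPKM (SD, n = 3 each, limma adjusted p = 0.0103). Several of these genes are low: the group means ran from 0.0191 to 2.82 FPKM in MCS and from 0.254 to 15.6 in MCD, so that Nod2 and Naip1 rest on few reads. Naip1, Naip5 and Naip6 are paralogs that may share reads. Every MCD liver lay above every MCS liver for all 25 genes. The same held for 5263 of all 13817 genes tested. Counting both directions, 43.2% of all genes tested had groups that did not overlap, where chance gives 10%. As sets, the camera adjusted p was 0.00103 for the TLR genes, 1.60e-05 for the inflammasome genes and 0.000316 for the others, and adjusted p = 0.373 with an estimated correlation for each. At limma's adjusted p, 13 of the 25 genes passed without MCD replicate 3, 14 without MCS replicate 3 and 16 without MCD replicate 2, against 25 without MCD replicate 1.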

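Tnf, the cytokine tumor necrosis factor, fell in HGPP against MCD, and the other 16 of the 17 genes lay below 0 without passing limma's adjusted p. Tnf (ENSMUSG00000024401, chromosome 17 of GRCm38 from 35199381 to 35202007) was at 0.476 ± 0.0236 FPKM in HGPP, 3.59 ± 0.813 in MCD and 0.131 ± 0.0583 in MCS (SD, n = 3 each), a log2 fold change of -2.66 between HGPP and MCD (standard error 0.266, limma adjusted p = 0.0145). Il1b, which encodes the cytokine IL-1β, was at 1.52 ± 0.746 FPKM in HGPP and 7.21 ± 3.68 in MCD (SD, n = 3 each), a log2 fold change of -2.14 (standard error 0.508, limma adjusted p = 0.173). Tlr2 was at 2.21 ± 0.226 FPKM in HGPP, with a log2 fold change of -0.67 against MCD (standard error 0.308, limma adjusted p = 0.373), and Nlrp3 at 0.437 ± 0.183, with one of -0.96 (standard error 0.456, limma adjusted p = 0.387). Casp1 had a log2 fold change of -1.07 (limma, adjusted p = 0.260), and Pycard, the adaptor ASC, one of -1.44 (limma, adjusted p = 0.208). Over the 17 genes the median was -1.07, 10 passed the study's thresholds, 9 passed when adjusted over the list alone, and in 8 the HGPP and MCD livers did not overlap. Of all genes tested, 17.2% did not overlap in this comparison. The list was picked by the study on these samples and is no independent evidence of the direction. Of the TLR genes, the inflammasome genes and the pro-inflammatory and immune genes, 6 of 6, 12 of 12 and 6 of 7 lay below 0, with medians of -0.92, -0.95 and -1.71, and 0, 4 and 4 were lower when adjusted over the list alone. Cd14 had equal levels, with a log2 fold change of 0.04 (standard error 0.489, limma adjusted p = 0.984). As sets, the camera adjusted p was 3.89e-10 for the 17 genes, 0.00613 for the TLR genes, 1.10e-05 for the inflammasome genes and 0.000106 for the others, and adjusted p = 0.468 with an estimated correlation for each. The call of the TLR genes is lost without MCD replicate 2 (camera, adjusted p = 0.0745). Markers of neutrophils moved with these genes, with medians over the MCS mean of 2.32, 2.97 and 3.76 in MCD and 0.888, 1.40 and 0.773 in HGPP. Against MCS the 17 genes lay above 0 in HGPP and 5 passed limma's adjusted p, while with median-of-ratios scaling 15 lay above 0 and 0 passed. It was 1 without MCS replicate 2 or HGPP replicate 2, and 2 without MCS replicate 3 or HGPP replicate 1. Without MCD replicate 1, 7 of the 17 genes passed limma's adjusted p and 16 the study's thresholds, whereas without MCD replicate 2 or MCD replicate 3 the counts were 0 and 6, without HGPP replicate 3 they were 0 and 7, and without HGPP replicate 1 or HGPP replicate 2 no gene passed the adjusted p.

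**Figure D2:**
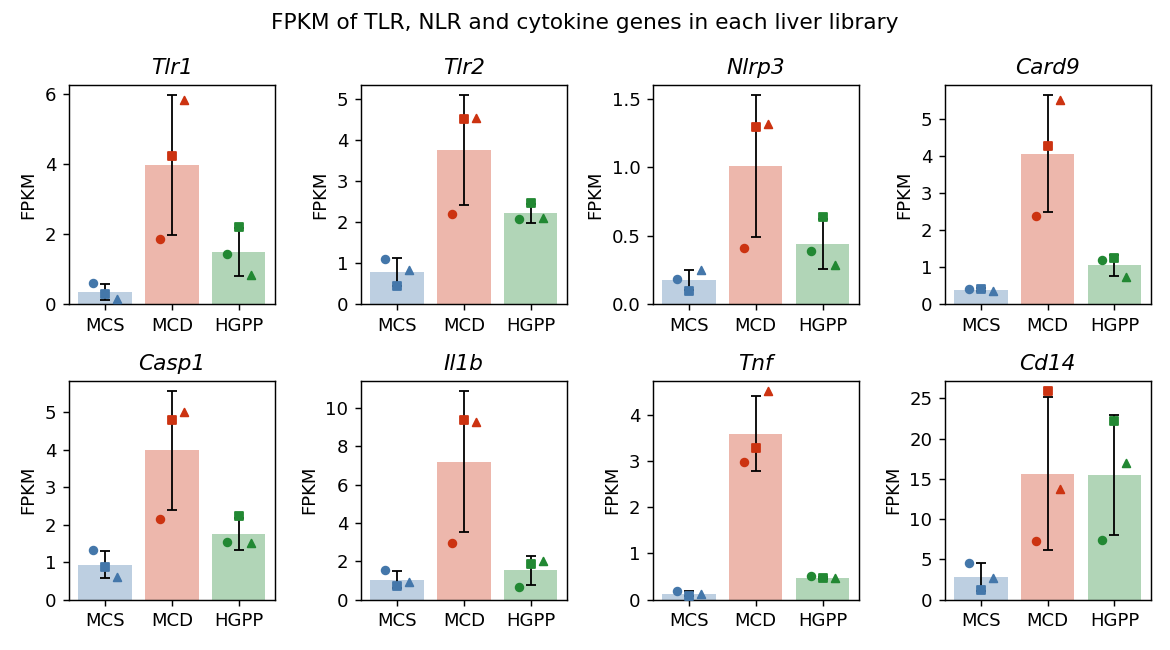
FPKM of Tlr1, Tlr2, Nlrp3, Card9, Casp1, Il1b, Tnf and Cd14 in MCS, MCD and HGPP livers. Bars give the mean and error bars the SD of 3 livers, and each point is 1 liver. The Tnf points of HGPP, with a mean of 0.476 FPKM, lie apart from those of MCD, while the points of Tlr1, Tlr2, Nlrp3, Casp1 and Cd14 in HGPP and MCD overlap.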

Further qPCR revealed that the expressions of TLR2, NLRP3, ASC, IL-1β, and TNF-α genes enriched in TLR and NLR signaling pathways were significantly downregulated in HGPP compared to the MCD group (**Figures 5C–H**). Immunohistochemical staining and quantification results for TLR2, NLRP3, ASC, Caspase-1, and IL-1β showed that the number of IOD was decreased in HGPP-treated mice (**Figures 5I, M–Q**). The expressions of Pro-caspase-1 and Caspase-1 genes in the livers of the HGPP group were verified by Western blotting (**Figure 5J**, **Figure S4**). We further investigated the serum level of LBP, and HGPP significantly reduced the LBP compared to the MCD group (**Figure 5K**). The serum level of IL-1β was significantly decreased in HGPP treatment (**Figure 5L**). The IHC quantification revealed the decreased IOD of TLR2, NLRP2, ASC, Caspase-1, and IL-1b in HGPP when compared with MCD (**Figures 5M–Q**). These results suggested that HGPP treatment exerts an anti-inflammation effect involved in the TLR2/NLRP3 signaling pathway.

**Figure 5:**
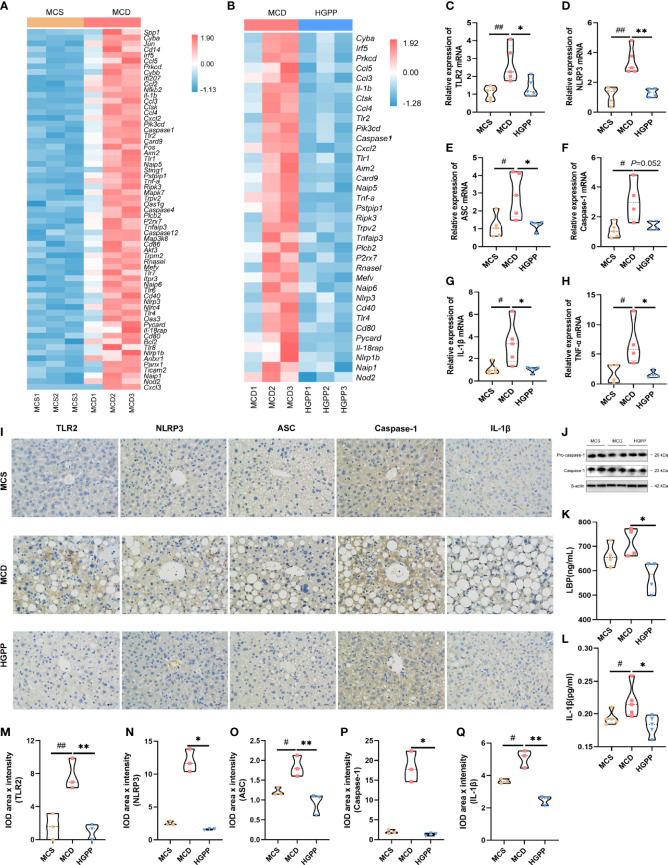
The potential mechanism of the HGPP at the molecular level. **(A)** Heatmap of differential gene expression in TLR and NLR signaling pathways between the MCD and MCS groups. **(B)** Heatmap of differential gene expression in TLR and NLR signaling pathways between the MCD and HGPP groups. **(C–H)** The relative TLR2, NLRP3, ASC, Caspase-1, IL-1b, and TNF-α mRNA expression levels (n = 4-5). **(I)** Immunohistochemical assay of TLR2, NLRP3, ASC, Caspase-1, and IL-1β in hepatic tissue (magnification, ×400, 100 μm) (n = 3). **(J)** Pro-caspase-1 and Caspase-1 expression was evaluated by Western blotting in liver samples. **(K)** The level of LBP in blood serum was tested by enzyme-linked immunosorbent assay (ELISA) (n = 4). **(L)** The level of IL-1β in blood serum was tested by ELISA (n = 5). **(M–Q)** Immunohistochemical images were quantified for integrated optical density (IOD, Area × Intensity) (n = 3). The 2^−△△Ct^ method was used to analyze relative gene expression levels. Data are expressed as median and interquartile range (IQR). *P <0.05 and **P <0.01 vs. the MCD group; ^#^ *P* <0.05 and ^##^ *P* < 0.01 vs. the MCS group. One-way ANOVA test followed by a least significant difference (LSD) **(C, K–M, O, Q)**; Kruskal–Wallis test **(D–H, N, P)**.

## Discussion

NASH is one of the most common serious liver diseases, and its comorbidities are associated with the leading cause of death, while there is no proven medical treatment for NASH (42). Herbal medicines with pleiotropic actions may offer the possibility of improving NASH effectively (43). In our study, we found that GPP could ameliorate the MCD-induced NASH in a dose–effect manner. It is also found that GPP could improve the gut dysbiosis and inflammation response, which may suppress the activation of the TLR2/NLRP3 signaling pathway.

Our results showed that different doses of GPP can alleviate the degree of steatosis, hepatocyte ballooning, and liver fibrosis pathologically in MCD-fed mice. Previous studies have found that Fuzhenghuayu decoction and Jiangzhi granule, with GP as their main ingredient, could ameliorate hepatic fibrosis and steatohepatitis *in vitro* and *in vivo* (44, 45). Moreover, the compound of Gypenosides LXXV could alleviate NASH by downregulating the inflammation and hepatic fibrosis markers such as TNF-α, IL-1β, and collagen 1 (46). In our study, we showed that GPP is effective in the prevention of steatohepatitis in a murine MCD model of NASH with dose–effect. Furthermore, the HGPP is comparable to PPC on some indexes such as hepatic steatosis, oxidative stress, and fibrosis. Both LGPP and HGPP showed to be more effective on liver fibrosis measured by hepatic HYP than PPC. We found that PPC exerted better amelioration in the level of serum TC and ALT when compared with LGPP and HGPP. Notably, the change trend of ALT differed between the LGPP and HGPP groups, indicating that the hepatotoxicity might be caused by GPP in a murine model of NASH. Therefore, more preclinical and experimental studies are needed to confirm the long-term safety and efficacy outcomes of GPP. Our results proposed that GPP may act as a potential agent in the precaution of NASH.

The effect of polysaccharides from different kinds of plants are highly associated with gut microbiota (47–50). In the colon, fermented polysaccharides are degraded by gut microbes to produce natural bioactive products; meanwhile, the bacteria which can utilize polysaccharides will prosper in return (51). In our study, we found that *Akkermansia*, *Lactobacillus*, and *A2* are the best responders to GPP. *Akkermansia* is a potential probiotics which could lead to improvements in intestinal barrier dysfunction, inflammatory response, and hepatic injury (52–54). As the most commonly used probiotics, the members of *Lactobacillus* have been shown to be anti-inflammatory and protective of intestinal barrier function (55). Furthermore, *Akkermansia* can form an alliance with *Lactobacillus* before the colonization, which increased the abundance of *Akkermansia*, and this ally shows the protective effects and the modulated composition of the gut microbiota (56). Another enriched genus in the HGPP group, *A2*, belongs to the *Lachnospiraceae* family which contains many butyrate producers (57). Meanwhile, serum LPS-binding protein (LBP), which reflects the endotoxin load (58), was also decreased in the HGPP group. Based on the above results, we speculated that HGPP might benefit NASH by altering the composition of gut microbiota.

In addition, transcriptome analysis revealed that the TLR and NLR signaling pathways are candidate pathways in the improvement of NASH by HGPP. TLR2, which plays an important role in the formation the NLRP3/ASC/pro-caspase-1 complex (18, 59), is indicated as a potential key mediator between gut bacteria and inflammation (60). It was found that the oral administration of *Lactobacillus plantarum* can lead to the inhibition of TLR2 in a murine high-fat-diet (HFD) model of obesity (61). Besides, studies performed on TLR2-deficient mice demonstrated that TLR2 could sense gut microbial ligands that can induce remote signaling in the liver endothelium (62). PGN, the bacterial pattern molecule, could signal *via* TLR2 (63) and possess diverse antigenic activities (64). Then, pro*-*caspase*-*1 activates caspase-1 and further orchestrates IL-1β secretion (65). Meanwhile, upregulation of TLR2 signaling could activate the NLRP3 inflammasome and subsequent pro-inflammatory cytokine that results in progression to liver inflammation and hepatocyte injury in NASH (18, 66). It is reported that NLRP3 could also sense PGN fragments and transmit inflammatory signals (67). In this study, HGPP not only inhibited the transcriptional activity and expression of TLR2, NLRP3, TNF-α, and IL-1β genes but also induced the serum concentration of IL-1β in a murine MCD model of NASH. These results suggest that the effects of HGPP treatment might be mediated by inhibition of the TLR2/NLRP3 pathway through the modulation of the gut microbiota, but further studies are required to prove a mechanistic link.

In this study, we revealed the anti-inflammatory and hepatic protective effects of GPP and suggested that these may associate with the modulation of the gut microbiota and the TLR2/NLRP3 signaling pathway. A novel potential therapeutic role for GPP was characterized and provided a preliminary exploration of its underlying mechanism. This, to our knowledge, is the first study to examine the effects of GPP in NASH, suggesting that the mechanism might be preliminarily initiated by the modulation of the gut microbiota and TLR2/NLRP3 pathway. It is indicated that GPP could be used as a prebiotic agent for therapy of inflammation-related NASH patients and contribute to the potential gut microbiota involving mechanisms of natural herbs in NASH. Future studies should further explore certain bacteria and altered gut microbiota-related metabolites as biomarkers for disordered gut microbiota by GPP treatment.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, SRP361247 https://www.ncbi.nlm.nih.gov/, GSE205794.

## Ethics Statement

All procedures performed in the study involving animals were in accordance with the ethical standards of and protocol approved by the Shanghai Model Organisms Center.

## Author contributions

S-RY and R-RW designed the experiments; S-RY and Y-YT performed the experiments; S-RY and Y-YT analyzed the data; S-RY wrote the original manuscript; LZ, GJ, and B-CL supervised the research; S-RY, B-JZ, and F-YJ collaborated in the characterization of GPP; LZ, GJ, B-CL, and R-RW reviewed and edited the manuscript critically. All authors have read and agreed to the published version of the manuscript.

## Funding

This work was supported by the National Natural Science Foundation of China (No. 82004149 and No. 81973730), Shanghai Collaborative Innovation Center for Chronic Disease Prevention and Health Services (2021 Science and Technology 02-37), Shanghai Science and Technology Planning Program (21DZ2271000), and Local Colleges Faculty Constitution of Shanghai MSTC (22010504300).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Body weight development among MCS, MCD, LGPP, HGPP, and PPC groups at week 0/1/2/3/4.

Supplementary Figure 2 FPKM values of GAPDH gene among MCS, MCD, and HGPP groups.

Supplementary Figure 3 Gene expression profiles among MCS, MCD, and HGPP groups.

Supplementary Figure 4 The western blotting analysis of Caspase-1/β-actin and Pro-caspase-1/β-actin.

Supplementary Table 1 Primer sequences for qPCR.

Supplementary Table 2 The RIN value, total amount and concentration of RNA, and amount for RNA sequencing.

Supplementary Tables 3–5 Top 20 of Gene ontology (GO) of biological processes of enrichment terms between MCS vs MCD group, MCD vs HGPP group, and MCS vs HGPP group (*P* value < 0.05).

Supplementary TableS 6–8 Top 20 of Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathways between MCS vs MCD group, MCD vs HGPP group, and MCS vs HGPP group (*P* value < 0.05).

Supplementary TableS 9–11 Gene Set Enrichment Analysis (GSEA) of KEGG pathway between MCS vs MCD group, MCD vs HGPP group, and MCS vs HGPP group (|NES|>1 and *P* adjust <0.05).

## References

[1] ByrneCDTargherG. NAFLD: A multisystem disease. J Hepatol (2015) 621 Suppl:S47–64. doi: 10.1016/j.jhep.2014.12.012 25920090

[2] SchusterSCabreraDArreseMFeldsteinAE. Triggering and resolution of inflammation in NASH. Nat Rev Gastroenterol Hepatol (2018) 156:349–64. doi: 10.1038/s41575-018-0009-6 29740166

[3] NewsomePNBuchholtzKCusiKLinderMOkanoueTRatziuV. A placebo-controlled trial of subcutaneous semaglutide in nonalcoholic steatohepatitis. N Engl J Med (2021) 38412:1113–24. doi: 10.1056/NEJMoa2028395 33185364

[4] YounossiZMKoenigABAbdelatifDFazelYHenryLWymerM. Global epidemiology of nonalcoholic fatty liver disease-Meta-Analytic assessment of prevalence, incidence, and outcomes. Hepatology (2016) 641:73–84. doi: 10.1002/hep.28431 26707365

[5] KoyamaYBrennerDA. Liver inflammation and fibrosis. J Clin Invest (2017) 1271:55–64. doi: 10.1172/JCI88881 PMC519969828045404

[6] Calzadilla BertotLAdamsLA. The natural course of non-alcoholic fatty liver disease. Int J Mol Sci (2016) 175:774. doi: 10.3390/ijms17050774 PMC488159327213358

[7] ZhangXJShe ZGHLL. Time to step-up the fight against NAFLD. Hepatology (2018) 676:2068–71. doi: 10.1002/hep.29845 29451316

[8] BrandlKSchnablB. Intestinal microbiota and nonalcoholic steatohepatitis. Curr Opin Gastroenterol (2017) 333:128–33. doi: 10.1097/MOG.0000000000000349 PMC566200928257306

[9] Kaden-VolynetsVBasicMNeumannUPretzDRingsABleichA. Lack of liver steatosis in germ-free mice following hypercaloric diets. Eur J Nutr (2019) 585:1933–45. doi: 10.1007/s00394-018-1748-4 29926176

[10] YuanJChenCCuiJLuJYanCWeiX. Fatty liver disease caused by high-Alcohol-Producing klebsiella pneumoniae. Cell Metab (2019) 304:675–688.e677. doi: 10.1016/j.cmet.2019.08.018 31543403

[11] Aron-WisnewskyJVigliottiCWitjesJLePHolleboomAGVerheijJ. Gut microbiota and human NAFLD: Disentangling microbial signatures from metabolic disorders. Nat Rev Gastroenterol Hepatol (2020) 175:279–97. doi: 10.1038/s41575-020-0269-9 32152478

[12] FormesHBernardesJPMannABayerFPontarolloGKiouptsiK. The gut microbiota instructs the hepatic endothelial cell transcriptome. iScience (2021) 2410:103092. doi: 10.1016/j.isci.2021.103092 PMC847969434622147

[13] RahmanKDesaiCIyerSSThornNEKumarPLiuY. Loss of junctional adhesion molecule a promotes severe steatohepatitis in mice on a diet high in saturated fat, fructose, and cholesterol. Gastroenterology (2016) 1514:733–746.e712. doi: 10.1053/j.gastro.2016.06.022 PMC503703527342212

[14] ZhuLBakerRDBakerSS. Gut microbiome and nonalcoholic fatty liver diseases. Pediatr Res (2015) 771-2:245–51. doi: 10.1038/pr.2014.157 25310763

[15] CaniPDAmarJIglesiasMAPoggiMKnaufCBastelicaD. Metabolic endotoxemia initiates obesity and insulin resistance. Diabetes (2007) 567:1761–72. doi: 10.2337/db06-1491 17456850

[16] CsakTVelayudhamAHritzIPetrasekJLevinILippaiD. Deficiency in myeloid differentiation factor-2 and toll-like receptor 4 expression attenuates nonalcoholic steatohepatitis and fibrosis in mice. Am J Physiol Gastrointest Liver Physiol (2011) 3003:G433–441. doi: 10.1152/ajpgi.00163.2009 PMC330218821233280

[17] CanforaEEMeexRCRVenemaKBlaakEE. Gut microbial metabolites in obesity, NAFLD and T2DM. Nat Rev Endocrinol (2019) 155:261–73. doi: 10.1038/s41574-019-0156-z 30670819

[18] MiuraKYangLvan RooijenNBrennerDAOhnishiHSekiE. Toll-like receptor 2 and palmitic acid cooperatively contribute to the development of nonalcoholic steatohepatitis through inflammasome activation in mice. Hepatology (2013) 572:577–89. doi: 10.1002/hep.26081 PMC356627622987396

[19] ShiKQFanYCLiuWYLiLFChenYPZhengMH. Traditional Chinese medicines benefit to nonalcoholic fatty liver disease: A systematic review and meta-analysis. Mol Biol Rep (2012) 3910:9715–22. doi: 10.1007/s11033-012-1836-0 22718512

[20] ChenMTHouPFZhouMRenQBWangXLHuangL. Resveratrol attenuates high-fat diet-induced non-alcoholic steatohepatitis by maintaining gut barrier integrity and inhibiting gut inflammation through regulation of the endocannabinoid system. Clin Nutr (2020) 394:1264–75. doi: 10.1016/j.clnu.2019.05.020 31189495

[21] ChenYYZhaoZMFanHNLiZXHeYCLiuCH. Safety and therapeutic effects of anti-fibrotic traditional Chinese medicine fuzheng huayu on persistent advanced stage fibrosis following 2 years entecavir treatment: Study protocol for a single arm clinical objective performance criteria trial. Contemp Clin Trials Commun (2020) 19:100601. doi: 10.1016/j.conctc.2020.100601 32642592PMC7334581

[22] HuLChenZXieY. New triterpenoid saponins from gynostemma pentaphyllum. J Nat Prod (1996) 5912:1143–5. doi: 10.1021/np960445u 8988599

[23] JiaDRaoCGXueSXLeiJL. Purification, characterization and neuroprotective effects of a polysaccharide from gynostemma pentaphyllum. Carbohydr Polym (2015) 122:93–100. doi: 10.1016/j.carbpol.2014.12.032 25817647

[24] ShangQSSongGRZhangMFShiJJXuCY. Dietary fucoidan improves metabolic syndrome in association with increased akkermansia population in the gut microbiota of high-fat diet-fed mice - ScienceDirect. J Funct Foods (2017) 28:138–46. doi: 10.1016/j.jff.2016.11.002

[25] ZhuLYLiJWeiCHLuoTDengZYFanYW. A polysaccharide from fagopyrum esculentum moench bee pollen alleviates microbiota dysbiosis to improve intestinal barrier function in antibiotic-treated mice. Food Funct (2020) 1112:10519–33. doi: 10.1039/d0fo01948h 33179663

[26] GaoWFengZZhangSWuBPengC. Anti-inflammatory and antioxidant effect of eucommia ulmoides polysaccharide in hepatic ischemia-reperfusion injury by regulating ROS and the TLR-4-NF- κ b pathway. BioMed Res Int (2020) 2020:1–11. doi: 10.1155/2020/1860637 PMC727339132566664

[27] WuTRLinCSChangCJLinTLMartelJKoYF. Gut commensal parabacteroides goldsteinii plays a predominant role in the anti-obesity effects of polysaccharides isolated from hirsutella sinensis. Gut (2019) 682:248–62. doi: 10.1136/gutjnl-2017-315458 30007918

[28] De VadderFKovatcheva-DatcharyPGoncalvesDVineraJZitounCDuchamptA. Microbiota-generated metabolites promote metabolic benefits via gut-brain neural circuits. Cell (2014) 1561-2:84–96. doi: 10.1016/j.cell.2013.12.016 24412651

[29] NakamuraYKOmayeST. Metabolic diseases and pro- and prebiotics: Mechanistic insights. Nutr Metab (Lond) (2012) 91:60. doi: 10.1186/1743-7075-9-60 PMC346486922713169

[30] ParnellJAReimerRA. Prebiotic fiber modulation of the gut microbiota improves risk factors for obesity and the metabolic syndrome. Gut Microbes (2012) 31:29–34. doi: 10.4161/gmic.19246 PMC382701822555633

[31] KleinerDEBruntEMVan NattaMBehlingCContosMJCummingsOW. Design and validation of a histological scoring system for nonalcoholic fatty liver disease. Hepatology (2005) 416:1313–21. doi: 10.1002/hep.20701 15915461

[32] TangQLimTWeiXJWangQYXuJCShenLY. A free-standing multilayer film as a novel delivery carrier of platelet lysates for potential wound-dressing applications. Biomaterials (2020) 255:120138. doi: 10.1016/j.biomaterials.2020.120138 32521330

[33] NemetISahaPPGuptaNZhuWRomanoKASkyeSM. A cardiovascular disease-linked gut microbial metabolite acts *via* adrenergic receptors. Cell (2020) 1805:862–877.e822. doi: 10.1016/j.cell.2020.02.016 PMC740240132142679

[34] AskarianFWagnerTJohannessenMNizetV. Staphylococcus aureus modulation of innate immune responses through toll-like (TLR), (NOD)-like (NLR) and c-type lectin (CLR) receptors. FEMS Microbiol Rev (2018) 425:656–71. doi: 10.1093/femsre/fuy025 PMC609822229893825

[35] KumarSIngleHPrasadDVKumarH. Recognition of bacterial infection by innate immune sensors. Crit Rev Microbiol (2013) 393:229–46. doi: 10.3109/1040841x.2012.706249 22866947

[36] AllenICWilsonJESchneiderMLichJDRobertsRAArthurJC. NLRP12 suppresses colon inflammation and tumorigenesis through the negative regulation of noncanonical NF-κb signaling. Immunity (2012) 365:742–54. doi: 10.1016/j.immuni.2012.03.012 PMC365830922503542

[37] YangJZhaoYShiJShaoF. Human NAIP and mouse NAIP1 recognize bacterial type III secretion needle protein for inflammasome activation. Proc Natl Acad Sci U.S.A. (2013) 11035:14408–13. doi: 10.1073/pnas.1306376110 PMC376159723940371

[38] ChouW-CGuoZGuoHChenLZhangGLiangK. AIM2 in regulatory T cells restrains autoimmune diseases. Nature (2021) 5917849:300–5. doi: 10.1038/s41586-021-03231-w PMC808093733505023

[39] LamasBRichardMLLeducqVPhamHPMichelMLDa CostaG. CARD9 impacts colitis by altering gut microbiota metabolism of tryptophan into aryl hydrocarbon receptor ligands. Nat Med (2016) 226:598–605. doi: 10.1038/nm.4102 PMC508728527158904

[40] VonderheideRH. The immune revolution: A case for priming, not checkpoint. Cancer Cell (2018) 334:563–9. doi: 10.1016/j.ccell.2018.03.008 PMC589864729634944

[41] CollinsMLingVCarrenoBM. The B7 family of immune-regulatory ligands. Genome Biol (2005) 66:223. doi: 10.1186/gb-2005-6-6-223 PMC117596515960813

[42] EstesCRazaviHLoombaRYounossiZSanyalAJ. Modeling the epidemic of nonalcoholic fatty liver disease demonstrates an exponential increase in burden of disease. Hepatology (2018) 671:123–33. doi: 10.1002/hep.29466 PMC576776728802062

[43] YanTTYanNNWangPXiaYLHaoHPWangGJ. Herbal drug discovery for the treatment of nonalcoholic fatty liver disease. Acta Pharm Sin B (2020) 101:3–18. doi: 10.1016/j.apsb.2019.11.017 PMC697701631993304

[44] LiuHLLvJZhaoZMXiongAMTanYGlennJS. Fuzhenghuayu decoction ameliorates hepatic fibrosis by attenuating experimental sinusoidal capillarization and liver angiogenesis. Sci Rep (2019) 91:18719. doi: 10.1038/s41598-019-54663-4 PMC690473131822697

[45] LiCLZhouWJLiMShuXBZhangLJiG. Salvia-nelumbinis naturalis extract protects mice against MCD diet-induced steatohepatitis *via* activation of colonic FXR-FGF15 pathway. BioMed Pharmacother (2021) 139:111587. doi: 10.1016/j.biopha.2021.111587 33865013

[46] LeeJHOhJYKimSHOhIJLeeYHLeeKW. Pharmaceutical efficacy of gypenoside LXXV on non-alcoholic steatohepatitis (NASH). Biomolecules (2020) 1010:1426. doi: 10.3390/biom10101426 PMC759950833050067

[47] XiaTLiuCSHuYNLuoZYChenFLYuanLX. Coix seed polysaccharides alleviate type 2 diabetes mellitus *via* gut microbiota-derived short-chain fatty acids activation of IGF1/PI3K/AKT signaling. Food Res Int (2021) 150Pt A:110717. doi: 10.1016/j.foodres.2021.110717 34865748

[48] WangCYinYCaoXLiX. Effects of maydis stigma polysaccharide on the intestinal microflora in type-2 diabetes. Pharm Biol (2016) 5412:3086–92. doi: 10.1080/13880209.2016.1211153 27558859

[49] ZhuKXNieSPTanLHLiCGongDMXieMY. A polysaccharide from ganoderma atrum improves liver function in type 2 diabetic rats *via* antioxidant action and short-chain fatty acids excretion. J Agric Food Chem (2016) 649:1938–44. doi: 10.1021/acs.jafc.5b06103 26898215

[50] HuangJLiuDWangYLiuLLiJYuanJ. Ginseng polysaccharides alter the gut microbiota and Kynurenine/Tryptophan ratio, potentiating the antitumour effect of antiprogrammed cell death 1/Programmed cell death ligand 1 (Anti-PD-1/PD-L1) immunotherapy. Gut (2022) 714:734–45. doi: 10.1136/gutjnl-2020-321031 PMC892157934006584

[51] LinTLLuCCLaiWFWuTSLuJJChenYM. Role of gut microbiota in identification of novel TCM-derived active metabolites. Protein Cell (2021) 125:394–410. doi: 10.1007/s13238-020-00784-w PMC810656032929698

[52] SchneebergerMEverardAGomez-ValadesAGMatamorosSRamirezSDelzenneNM. Akkermansia muciniphila inversely correlates with the onset of inflammation, altered adipose tissue metabolism and metabolic disorders during obesity in mice. Sci Rep (2015) 5:16643. doi: 10.1038/srep16643 26563823PMC4643218

[53] WuWRLvLXShiDYeJZFangDQGuoFF. Protective effect of akkermansia muciniphila against immune-mediated liver injury in a mouse model. Front Microbiol (2017) 8:1804. doi: 10.3389/fmicb.2017.01804 29033903PMC5626943

[54] KellyJRKennedyPJCryanJFDinanTGClarkeGHylandNP. Breaking down the barriers: The gut microbiome, intestinal permeability and stress-related psychiatric disorders. Front Cell Neurosci (2015) 9:392. doi: 10.3389/fncel.2015.00392 26528128PMC4604320

[55] PanFWZhangLYLiMHuYXZengBHYuanHJ. Predominant gut lactobacillus murinus strain mediates anti-inflammaging effects in calorie-restricted mice. Microbiome (2018) 61:54. doi: 10.1186/s40168-018-0440-5 PMC586338629562943

[56] XuYWangNTanHYLiSZhangCFengYB. Function of akkermansia muciniphila in obesity: Interactions with lipid metabolism, immune response and gut systems. Front Microbiol (2020) 11:219. doi: 10.3389/fmicb.2020.00219 32153527PMC7046546

[57] HoylesLFernandez-RealJMFedericiMSerinoMAbbottJCharpentierJ. Molecular phenomics and metagenomics of hepatic steatosis in non-diabetic obese women. Nat Med (2018) 247:1070–80. doi: 10.1038/s41591-018-0061-3 PMC614099729942096

[58] EverardALazarevicVGaiaNJohanssonMStahlmanMBackhedF. Microbiome of prebiotic-treated mice reveals novel targets involved in host response during obesity. ISME J (2014) 810:2116–30. doi: 10.1038/ismej.2014.45 PMC416305624694712

[59] KolodziejczykAAZhengDShiboletOElinavE. The role of the microbiome in NAFLD and NASH. EMBO Mol Med (2019) 112:e9302. doi: 10.15252/emmm.201809302 PMC636592530591521

[60] CarioEGerkenGPodolskyDK. Toll-like receptor 2 controls mucosal inflammation by regulating epithelial barrier function. Gastroenterology (2007) 1324:1359–74. doi: 10.1053/j.gastro.2007.02.056 17408640

[61] LeeJParkSOhNParkJKwonMSeoJ. Oral intake of lactobacillus plantarum l-14 extract alleviates TLR2- and AMPK-mediated obesity-associated disorders in high-Fat-Diet-Induced obese C57BL/6J mice. Cell Prolif (2021) 546:e13039. doi: 10.1111/cpr.13039 PMC816842333830560

[62] JäckelSKiouptsiKLillichMHendrikxTKhandagaleAKollarB. Gut microbiota regulate hepatic Von willebrand factor synthesis and arterial thrombus formation *via* toll-like receptor-2. Blood (2017) 1304:542–53. doi: 10.1182/blood-2016-11-754416 28572286

[63] WolfAJUnderhillDM. Peptidoglycan recognition by the innate immune system. Nat Rev Immunol (2018) 184:243–54. doi: 10.1038/nri.2017.136 29292393

[64] KingJERobertsIS. Bacterial surfaces: Front lines in host-pathogen interaction. Adv Exp Med Biol (2016) 915:129–56. doi: 10.1007/978-3-319-32189-9_10 27193542

[65] JiangDChenSSunRZhangXWangD. The NLRP3 inflammasome: Role in metabolic disorders and regulation by metabolic pathways. Cancer Lett (2018) 419:8–19. doi: 10.1016/j.canlet.2018.01.034 29339210

[66] MridhaARWreeARobertsonAABYehMMJohnsonCDVan RooyenDM. NLRP3 inflammasome blockade reduces liver inflammation and fibrosis in experimental NASH in mice. J Hepatol (2017) 665:1037–46. doi: 10.1016/j.jhep.2017.01.022 PMC653611628167322

[67] WolfAJReyesCNLiangWBeckerCShimadaKWheelerML. Hexokinase is an innate immune receptor for the detection of bacterial peptidoglycan. Cell (2016) 1663:624–36. doi: 10.1016/j.cell.2016.05.076 PMC553435927374331

# Supplementary material for: Gynostemma pentaphyllum polysaccharides ameliorate non-alcoholic steatohepatitis in mice associated with gut microbiota and the TLR2/NLRP3 pathway
**Source:** Front Endocrinol (Lausanne). 2022 Jul 22;13:885039. doi: 10.3389/fendo.2022.885039
**Supplement:** Supplementary Figure 1 — Body weight development among MCS, MCD, LGPP, HGPP, and PPC groups at week 0/1/2/3/4.

Supplementary Material

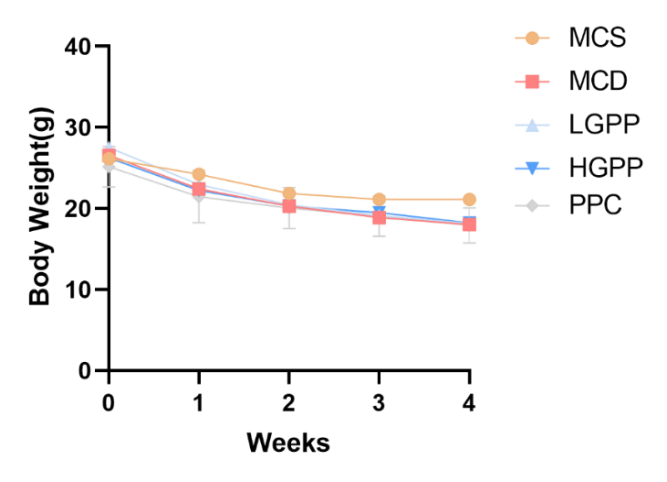

**Supplementary Figure 1.** Body weight development among MCS, MCD, LGPP, HGPP, and PPC groups at week 0/1/2/3/4 (n=7).

**
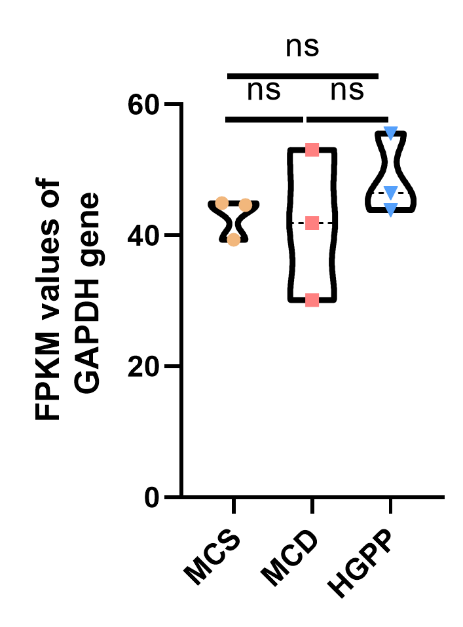
**

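Gapdh, the glycolytic enzyme used as the qPCR reference gene in the study, stood at 43.0 ± 3.16 FPKM in MCS, 41.7 ± 11.5 in MCD and 48.6 ± 6.13 in HGPP (SD, n = 3 each). Its differences between groups were within the spread between livers, with exact permutation tests (two-sided, smallest possible p = 0.1) giving p = 0.8 for MCD against MCS, p = 0.4 for HGPP against MCD and p = 0.3 for HGPP against MCS. Actb, the cytoskeletal actin that is another common reference, rose from 165 ± 21.4 FPKM in MCS to 431 ± 46.1 in MCD (SD, n = 3 each), a log2 fold change of 1.39 (limma, adjusted p = 0.00261). It also rose in HGPP against MCS, to 306 ± 45.2 FPKM (SD, n = 3, limma adjusted p = 0.00933), as did the glucuronidase gene Gusb, by 1.01 on the log2 scale (limma, adjusted p = 0.00985). Of 10 reference genes 2 rose in MCD and 4 in HGPP against MCS, none fell, and adjusted over the list alone the counts were 2 higher and 1 lower, and 4 higher and 0 lower. The median log2 fold changes were 0.35 in MCD against MCS, 0.31 in HGPP against MCS and 0.02 in HGPP against MCD, with camera adjusted p of 0.994, 0.290 and 0.507. Over all genes the medians were 0.40 in MCD and 0.33 in HGPP against MCS. Across the settings, the reference gene medians fell as low as -0.071 in MCD and -0.024 in HGPP against MCS. With median-of-ratios scaling the Gapdh means were 51.7, 37.5 and 45.9, so that the difference of HGPP from MCS was -5.78 FPKM and that of MCD from MCS was -14.2 FPKM.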

**Supplementary Figure 2.** FPKM values of GAPDH gene among MCS, MCD, and HGPP groups. (n=3).

| Gene | Forward | Reverse |
| --- | --- | --- |
| TLR2 | AAGATGCGCTTCCTGAATTTG | TCCAGCGTCTGAGGAATGC |
| NLRP3 | TCCACAATTCTGACCCACAA | ACCTCACAGAGGGTCACCAC |
| ASC | CTTGTCAGGGGATGAACTCAAAA | GCCATACGACTCCAGATAGTAGC |
| Caspase-1 | ACAAGGCACGGGACCTATG | TCCCAGTCAGTCCTGGAAATG |
| IL-1β | GAAATGCCACCTTTTGACAGTG | CTGGATGCTCTCATCAGGACA |
| TNF-α | ACTCCAGGCGGTGCCTATGT | AGTGTGAGGGTCTGGGCCAT |
| GAPDH | TGTTTCCTCGTCCCGTAG | TGTTTCCTCGTCCCGTAG |

**Supplementary Table 1.** Primer sequences for qPCR

| Number | RIN value | Total amount of RNA(μg) | Concentration(μg/ml) | Amount |
| --- | --- | --- | --- | --- |
| MCS1 | 7.8 | 21.006 | 381.92 | 3 |
| MCS2 | 7.8 | 33.492 | 446.56 |  |
| MCS3 | 8 | 19.777 | 359.59 |  |
| MCD1 | 7.5 | 13.286 | 379.59 | 3 |
| MCD2 | 7.8 | 21.131 | 384.19 |  |
| MCD3 | 7.3 | 19.812 | 360.22 |  |
| HGPP1 | 8 | 18.167 | 330.31 | 3 |
| HGPP2 | 7.7 | 13.172 | 376.34 |  |
| HGPP3 | 8.7 | 20.163 | 366.6 |  |

**Supplementary Table 2.** The RIN value, total amount and concentration of RNA, and amount for RNA sequencing.

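The RIN is a score of RNA integrity from gel or capillary traces, on which higher means less degraded RNA. In the table it runs from 7.8 to 8 in MCS, from 7.3 to 7.8 in MCD and from 7.7 to 8.7 in HGPP. Genes encoded on mitochondrial DNA, whose share varies with RNA quality and cell state, rose in part in MCD livers. Of 13 such genes 3 rose in MCD against MCS (limma, adjusted p under 0.05, 4 when adjusted over the list alone), with a median log2 fold change of 1.02, and mt-Nd6, a subunit of complex I, went from 1156 ± 408 FPKM to 3579 ± 1438 (SD, n = 3 each, limma adjusted p = 0.0128). In HGPP against MCD the median was -0.85 with 12 of 13 genes below 0, none of which passed limma's adjusted p over all genes or over the list alone, and in HGPP against MCS it was 0.23. Tested as a set, these genes had camera adjusted p of 0.137, 0.000280 and 0.263 for the 3 comparisons, and adjusted p = 0.699, 0.477 and 0.758 with an estimated correlation. The call in HGPP against MCD is lost with RIN as a covariate (median -0.35), and its median was -0.46 without MCD replicate 3. The per-liver medians over MCS were 0.891, 0.205 and 1.73 in MCD, and in MCD replicate 3, the library with the lowest RIN, mt-Co1 alone took 9.48% of all FPKM, ahead of albumin. Ribosomal protein genes, 36 in number, had medians of 0.56 in MCD and 0.52 in HGPP against MCS, and 0.07 in HGPP against MCD, with camera adjusted p of 0.0501, 0.00174 and 0.0744. The call in HGPP against MCS is lost with an estimated correlation (adjusted p = 0.711), without MCS replicate 3 (camera, adjusted p = 0.0947) and with median-of-ratios scaling, and 8 of these genes rose in MCD and 3 in HGPP against MCS (19 and 13 over the list alone). With the RIN as a covariate in a fit over all 9 libraries, 0 genes passed limma's adjusted p in HGPP against MCD, and 392 passed the study's thresholds. The RIN ranges of MCD and HGPP barely overlap, so the covariate also takes up part of the contrast between these groups. A call lost with it therefore cannot tell RNA quality from treatment.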

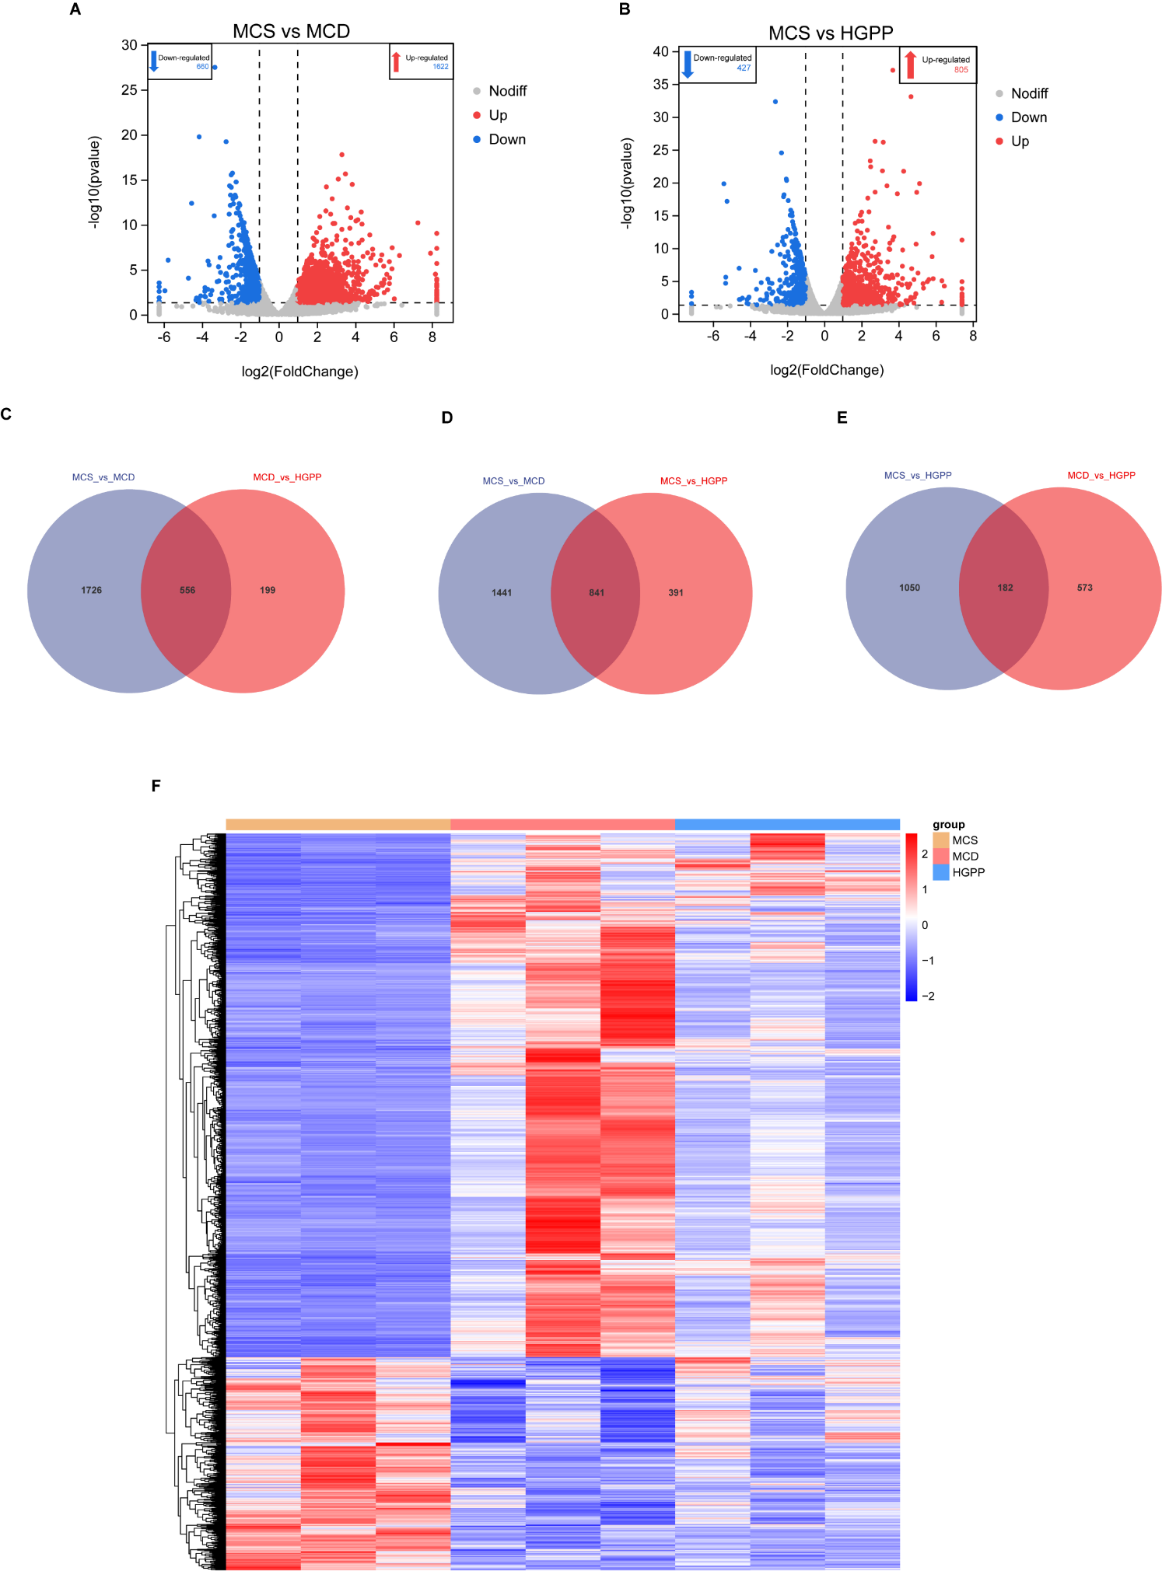

**Supplementary Figure 3.** Gene expression profiles among MCS, MCD, and HGPP groups (n=3). **(A)** Screening different genes on MCS vs MCD by Volcano plot (|log_2_Foldchange|>1, *P* value<0.05); **(B)** Screening different genes on MCS vs HGPP by Volcano plot (|log_2_Foldchange|>1, *P* value<0.05); **(C)** Venn diagram showing the DEGs profiling at MCS vs MCD, and MCD vs HGPP, with each section showing the gene expression number; **(D)** Venn diagram showing the differentially expressed genes (DEGs) comparing the three groups DEGs profiling at MCS vs MCD, and MCS vs HGPP, with each section showing the gene expression number; **(E)** Venn diagram showing the DEGs profiling at MCS vs HGPP, and MCD vs HGPP, with each section showing the gene expression number; **(F)** Heatmap for DEGs between the MCS, MCD, and HGPP groups.

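In HGPP against MCS, the largest rise among the named genes was that of Cyp2a4, and the largest fall that of the urinary protein gene Mup19. Cyp2a4 reached 957 ± 411 FPKM in HGPP (SD, n = 3), a log2 fold change of 7.77 (standard error 0.433, limma adjusted p = 0.000127). Ly6d, a small membrane-anchored protein, rose from 2.72 ± 0.935 FPKM in MCS to 195.6 ± 98.5 in HGPP (SD, n = 3 each), a log2 fold change of 6.03 (limma, adjusted p = 0.000137). Sprr1a rose by 5.66 (limma, adjusted p = 0.000549), and Gsta1, a glutathione transferase, by 5.17 (limma, adjusted p = 0.00404). Cyp2c54, a cytochrome P450 of the 2c family, fell from 20.3 ± 9.03 to 1.10 ± 0.175 FPKM (SD, n = 3 each), a log2 fold change of -3.99 (standard error 0.322, limma adjusted p = 0.000386). Clec2h, a C-type lectin gene, fell by 3.65 (limma, adjusted p = 0.000522), and Mup19 by 5.92 (standard error 0.535) at the same adjusted p from limma. In MCD against MCS, Cib3, a calcium and integrin binding protein, rose by 7.43 (limma, adjusted p = 0.000256), and Trem2, a lipid receptor of macrophages, went from 0.145 ± 0.0328 to 10.9 ± 6.85 FPKM (SD, n = 3 each). Vsig8 rose from a listed value of 0 in all 3 MCS livers to 5.39 ± 3.91 FPKM in MCD (SD, n = 3, limma adjusted p = 0.00180). Mup19, Cyp2a4, Cyp2c54 and Gsta1 have close paralogs and may share reads with them. In MCD against MCS 43.2% of genes had groups that did not overlap, in HGPP against MCS 41.5% and in HGPP against MCD 17.2%, where chance gives 10%.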

| GO enrichment term | DEG | *P* value | *P* adjust |
| --- | --- | --- | --- |
| Immune system process | 525 | 5.67E-66 | 5.67E-62 |
| Immune response | 357 | 3.90E-60 | 1.95E-56 |
| Response to external stimulus | 541 | 1.22E-53 | 4.05E-50 |
| Defense response | 353 | 6.97E-49 | 1.74E-45 |
| Regulation of immune system process | 301 | 2.89E-43 | 5.79E-40 |
| Response to other organism | 317 | 3.93E-43 | 6.56E-40 |
| Cellular response to chemical stimulus | 552 | 5.15E-43 | 7.36E-40 |
| Response to external biotic stimulus | 317 | 6.32E-43 | 7.90E-40 |
| Response to stress | 633 | 1.38E-42 | 1.54E-39 |
| Response to biotic stimulus | 319 | 1.22E-41 | 1.22E-38 |
| Inflammatory response | 201 | 2.84E-41 | 2.58E-38 |
| Cell activation | 243 | 7.84E-41 | 6.54E-38 |
| Positive regulation of immune system process | 221 | 5.28E-39 | 4.07E-36 |
| Regulation of response to stimulus | 631 | 6.35E-39 | 4.54E-36 |
| Innate immune response | 197 | 1.49E-37 | 9.96E-35 |
| Leukocyte activation | 217 | 2.06E-37 | 1.29E-34 |
| Small molecule metabolic process | 357 | 7.86E-37 | 4.63E-34 |
| Interspecies interaction between organisms | 333 | 1.22E-36 | 6.80E-34 |
| Defense response to other organism | 241 | 4.94E-36 | 2.60E-33 |
| Regulation of response to external stimulus | 218 | 1.45E-33 | 7.24E-31 |

**Supplementary Table 3.** Top 20 of Gene ontology (GO) of biological processes of enrichment terms between MCS vs MCD group (*P* value < 0.05).

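Apart from macrophages and neutrophils, other leukocyte markers and those of matrix-producing cells rose in part in MCD livers. Of 9 dendritic cell markers 6 rose in MCD against MCS (limma, adjusted p under 0.05, also 6 when adjusted over the list alone), with a median log2 fold change of 1.81, among them the lectin gene Clec10a (0.174 ± 0.0922 FPKM in MCS and 1.52 ± 0.596 in MCD, SD, n = 3 each). The 7 B cell markers had a median of 2.22. Of 12 T cell markers 3 rose (5 over the list alone), with a median of 1.10, and of 11 Kupffer cell markers 4 rose (4 over the list alone), with a median of 1.32, led by the scavenger receptor Marco (log2 fold change 2.65, limma adjusted p = 0.0238). Of 12 stellate cell markers 4 rose (7 over the list alone), with a median of 0.85, including Cygb, the cytoglobin of these cells (log2 fold change 1.59, limma adjusted p = 0.00402). Of 33 genes of extracellular matrix and fibrosis 24 rose and none fell (28 higher and 1 lower over the list alone), with a median of 1.49. The collagen gene Col1a1 went from 1.04 ± 0.0824 to 9.22 ± 5.94 FPKM (SD, n = 3 each, limma adjusted p = 0.00369). Sinusoidal endothelial markers had a median of 0.40 and cholangiocyte markers of 0.97, with 2 of 14 and 3 of 10 genes higher (2 and 3 over the list alone). Of 15 hepatocyte markers 3 fell (3 over the list alone), with a median of -0.64, among them the urea cycle enzyme Cps1 (log2 fold change -1.23, limma adjusted p = 0.0163). Of 30 cell cycle genes 19 rose (21 over the list alone), with a median of 1.51, and of 15 immediate early genes 10 rose (11 over the list alone), with a median of 1.42. The 5 erythroid genes had a median of 0.94 (2 higher and 1 lower, also over the list alone) and the 3 plasma cell markers one of -0.14 (1 lower, also over the list alone). The camera adjusted p was 0.00424 for dendritic cells, 0.00628 for B cells, 0.0902 for T cells, 0.109 for Kupffer cells, 0.0147 for stellate cells, 1.91e-06 for matrix genes, 0.946 for endothelial cells, 0.103 for cholangiocytes, 6.90e-08 for hepatocytes, 6.46e-05 for the cell cycle, 7.50e-05 for immediate early genes, 0.544 for erythroid genes and 0.0610 for plasma cells. The stellate cell call is lost without MCD replicate 2 (median 0.532, camera adjusted p = 0.0532). The calls are lost with an estimated correlation, where the adjusted p was 0.428 for dendritic cells, B cells and matrix genes, 0.520 for stellate cells, 0.208 for hepatocytes, 0.395 for the cell cycle and 0.135 for immediate early genes.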

| GO enrichment term | DEG | *P* value | *P* adjust |
| --- | --- | --- | --- |
| Immune system process | 228 | 1.41E-48 | 9.41E-45 |
| Leukocyte activation | 125 | 2.98E-45 | 9.96E-42 |
| Cell activation | 133 | 5.60E-45 | 1.25E-41 |
| Immune response | 155 | 1.62E-39 | 2.72E-36 |
| Regulation of immune system process | 144 | 1.00E-37 | 1.34E-34 |
| Lymphocyte activation | 102 | 1.33E-36 | 1.48E-33 |
| Positive regulation of immune system process | 108 | 7.40E-33 | 7.07E-30 |
| Response to external stimulus | 205 | 1.92E-28 | 1.61E-25 |
| Leukocyte migration | 64 | 1.12E-27 | 7.84E-25 |
| Regulation of cell activation | 80 | 1.17E-27 | 7.84E-25 |
| Inflammatory response | 90 | 2.82E-27 | 1.72E-24 |
| T cell activation | 74 | 3.57E-27 | 1.99E-24 |
| Defense response | 140 | 5.17E-27 | 2.51E-24 |
| Regulation of leukocyte activation | 76 | 5.26E-27 | 2.51E-24 |
| Cellular response to chemical stimulus | 211 | 4.77E-25 | 2.13E-22 |
| Cytokine production | 90 | 8.89E-25 | 3.72E-22 |
| Response to other organism | 127 | 1.32E-24 | 5.21E-22 |
| Response to external biotic stimulus | 127 | 1.61E-24 | 5.98E-22 |
| Positive regulation of cytokine production | 67 | 1.76E-24 | 6.18E-22 |
| Regulation of immune response | 82 | 1.92E-24 | 6.43E-22 |

**Supplementary Table 4.** Top 20 of Gene ontology (GO) of biological processes of enrichment terms between MCD vs HGPP group (*P* value < 0.05).

| GO enrichment term | DEG | *P* value | *P* adjust |
| --- | --- | --- | --- |
| Small molecule metabolic process | 222 | 1.28E-31 | 1.02E-27 |
| Organic acid metabolic process | 145 | 3.47E-26 | 1.38E-22 |
| Carboxylic acid metabolic process | 134 | 6.09E-24 | 1.61E-20 |
| Oxoacid metabolic process | 136 | 4.39E-23 | 8.72E-20 |
| Cellular response to chemical stimulus | 296 | 1.01E-22 | 1.60E-19 |
| Response to stress | 336 | 1.52E-21 | 2.01E-18 |
| Response to external stimulus | 269 | 6.84E-21 | 7.76E-18 |
| Monocarboxylic acid metabolic process | 97 | 2.80E-20 | 2.78E-17 |
| Wound healing | 76 | 2.15E-19 | 1.89E-16 |
| Response to wounding | 87 | 2.06E-18 | 1.63E-15 |
| Phosphorus metabolic process | 283 | 1.19E-17 | 8.14E-15 |
| Lipid metabolic process | 153 | 1.23E-17 | 8.14E-15 |
| Phosphate-containing compound metabolic process | 280 | 3.08E-17 | 1.88E-14 |
| Oxidation-reduction process | 132 | 3.83E-17 | 2.17E-14 |
| Drug metabolic process | 85 | 6.77E-17 | 3.59E-14 |
| Response to organic substance | 294 | 3.08E-16 | 1.53E-13 |
| Regulation of response to stimulus | 321 | 4.74E-16 | 2.21E-13 |
| Response to oxygen-containing compound | 182 | 8.46E-16 | 3.73E-13 |
| Regulation of biological quality | 330 | 1.32E-15 | 5.51E-13 |
| Defense response | 161 | 7.24E-15 | 2.87E-12 |

**Supplementary Table 5.** Top 20 of Gene ontology (GO) of biological processes of enrichment terms between MCS vs HGPP group (*P* value < 0.05).

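Single genes of lipid storage and of fat synthesis changed in HGPP livers against MCS, in both directions. Of 17 genes of lipid droplets and lipid uptake 7 rose and 1 fell (limma, adjusted p under 0.05, the same counts when adjusted over the list alone), with a median log2 fold change of 0.61. Cidec, which enlarges lipid droplets, rose from 5.74 ± 1.11 FPKM in MCS to 95.6 ± 27.8 in HGPP (SD, n = 3 each), a log2 fold change of 4.00 (limma, adjusted p = 0.000127), and Plin2, a coat protein of droplets, rose by 1.40 (limma, adjusted p = 0.00740). Of 21 lipogenesis genes 2 rose and 5 fell (5 and 5 over the list alone). The desaturase Scd1 fell from 205 ± 152 to 23.9 ± 12.9 FPKM (SD, n = 3 each, limma adjusted p = 0.0439), and the elongase Elovl6 rose by 1.19 on the log2 scale (limma, adjusted p = 0.00380). Of 20 genes of fatty acid oxidation 4 rose (4 over the list alone), including Pdk4, the kinase that shuts down pyruvate dehydrogenase (log2 fold change 2.75, limma adjusted p = 0.00508), and the median of the list was 0.07. Of 22 genes of methionine and choline metabolism 2 rose and 1 fell (4 and 2 over the list alone). Mat2a, the methionine adenosyltransferase of growing tissue, rose by 0.75 (limma, adjusted p = 0.0127). Of 12 bile acid synthesis genes 5 fell (6 over the list alone), with a median of -0.57. Slc27a5, the bile acid CoA ligase, went from 183 ± 32.2 to 74.6 ± 8.11 FPKM (SD, n = 3 each, limma adjusted p = 0.00251). By camera the adjusted p was 0.467 for lipid droplets, 0.0116 for lipogenesis, 0.258 for fatty acid oxidation, 0.0109 for methionine and choline metabolism and 3.18e-09 for bile acid synthesis. With an estimated correlation these were adjusted p = 0.745, 0.493, 0.758, 0.431 and 0.375. Without HGPP replicate 2 the calls of lipogenesis and of methionine and choline metabolism are lost (camera, adjusted p = 0.0846 and 0.0648), as they are with quantile normalization. Lipogenesis and methionine and choline metabolism had medians at or above 0, while camera places both below the other genes, whose median lies higher.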

| KEGG pathway | DEG | *P* value | *P* adjust |
| --- | --- | --- | --- |
| Complement and coagulation cascades | 36 | 1.01E-10 | 3.13E-08 |
| Chemokine signaling pathway | 52 | 2.46E-07 | 9.49E-06 |
| Osteoclast differentiation | 37 | 5.76E-07 | 1.74E-05 |
| Hematopoietic cell lineage | 29 | 5.46E-06 | 0.00013 |
| Nod-like receptor signaling pathway | 43 | 7.19E-06 | 0.000131 |
| C-type lectin receptor signaling pathway | 32 | 8.97E-06 | 0.000152 |
| Fc gamma R-mediated phagocytosis | 24 | 5.76E-05 | 0.000712 |
| Platelet activation | 32 | 7.12E-05 | 0.000846 |
| Intestinal immune network for IgA production | 15 | 0.000167 | 0.001669 |
| Inflammatory mediator regulation of TRP channels | 31 | 0.000237 | 0.002156 |
| B cell receptor signaling pathway | 20 | 0.000389 | 0.003083 |
| Bile secretion | 22 | 0.000459 | 0.003459 |
| Natural killer cell mediated cytotoxicity | 30 | 0.001813 | 0.010622 |
| Toll-like receptor signaling pathway | 24 | 0.001822 | 0.010622 |
| Thyroid hormone synthesis | 19 | 0.001868 | 0.010689 |
| Fc epsilon RI signaling pathway | 17 | 0.004169 | 0.020776 |
| Leukocyte transendothelial migration | 25 | 0.006917 | 0.031432 |
| Carbohydrate digestion and absorption | 12 | 0.007684 | 0.033918 |
| Progesterone-mediated oocyte maturation | 20 | 0.011592 | 0.047759 |
| Estrogen signaling pathway | 27 | 0.012982 | 0.052781 |

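Complement and coagulation genes changed in both directions in MCD livers. Of 23 complement genes 4 rose and 7 fell (limma, adjusted p under 0.05, 5 and 9 when adjusted over the list alone), with a median log2 fold change of -0.52. Mbl2, a mannose-binding lectin made by hepatocytes, fell from 152 ± 41.9 FPKM in MCS to 38.4 ± 7.72 in MCD (SD, n = 3 each, limma adjusted p = 0.00174), and C5ar1, the C5a receptor of myeloid cells, rose by 3.80 on the log2 scale (limma, adjusted p = 0.00146). Of 25 coagulation genes 3 rose and 9 fell (4 and 12 over the list alone), with a median of -0.35. Plg, which encodes plasminogen, fell from 371 ± 36.2 to 104 ± 31.6 FPKM (SD, n = 3 each, limma adjusted p = 0.00188), and Plaur, the urokinase receptor, rose by 3.28 (limma, adjusted p = 0.00167). Bile acid transporters moved both ways: of 12 genes 1 rose and 3 fell (the same over the list alone), with a median of -0.02. The uptake transporter Slc10a1 was at 246 ± 16.5 FPKM in MCS and 49.1 ± 6.54 in MCD (SD, n = 3 each, limma adjusted p = 0.000278), and the efflux pump Abcc4 rose by 2.98 (limma, adjusted p = 0.00628). Of 12 genes of bile acid synthesis 6 fell (7 over the list alone) and all 12 lay below 0, with a median of -0.71, and the oxysterol hydroxylase Cyp7b1 fell by 1.47 (limma, adjusted p = 0.00264). Of 26 genes of osteoclast differentiation 18 rose (21 over the list alone), with a median of 2.33, and of 20 genes of platelet activation 11 rose (15 over the list alone), with a median of 1.75. Tyrobp, an adaptor gene of the osteoclast list, rose by 3.54 on the log2 scale (limma, adjusted p = 0.00257). The camera adjusted p was 1.91e-06 for complement, 6.89e-07 for coagulation, 0.00424 for bile acid transport, 3.77e-11 for bile acid synthesis, 1.48e-07 for osteoclast differentiation and 0.000106 for platelet activation. With an estimated correlation none holds (adjusted p = 0.0997, 0.189, 0.194, 0.0997, 0.373 and 0.393). The call of bile acid transport is also lost with quantile normalization, and with 1 library left out its median ran from -0.162 to 0.182 and that of coagulation from -0.497 to -0.209.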

**Supplementary Table 6.** Top 20 of Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathways between MCS vs MCD group (*P* value < 0.05).

| KEGG enrichment pathway | DEG | *P* value | *P* adjust |
| --- | --- | --- | --- |
| Chemokine signaling pathway | 32 | 1.57E-10 | 4.32E-08 |
| Osteoclast differentiation | 24 | 9.27E-10 | 1.28E-07 |
| Hematopoietic cell lineage | 17 | 8.61E-07 | 3.95E-05 |
| Natural killer cell mediated cytotoxicity | 20 | 2.00E-06 | 6.87E-05 |
| Fc gamma R-mediated phagocytosis | 13 | 5.53E-05 | 0.001268 |
| Intestinal immune network for IgA production | 9 | 8.69E-05 | 0.001838 |
| Platelet activation | 16 | 0.000117 | 0.002295 |
| Leukocyte transendothelial migration | 15 | 0.000202 | 0.003705 |
| C-type lectin receptor signaling pathway | 14 | 0.000465 | 0.006879 |
| Toll-like receptor signaling pathway | 13 | 0.000498 | 0.006879 |
| Nod-like receptor signaling pathway | 18 | 0.000544 | 0.007121 |
| Fc epsilon RI signaling pathway | 10 | 0.00071 | 0.008429 |
| B cell receptor signaling pathway | 10 | 0.001014 | 0.010721 |
| Inflammatory mediator regulation of TRP channels | 14 | 0.001411 | 0.012521 |
| IL-17 signaling pathway | 11 | 0.002187 | 0.016705 |
| Circadian entrainment | 11 | 0.004314 | 0.028249 |
| Cholinergic synapse | 12 | 0.004672 | 0.029881 |
| Glutamatergic synapse | 11 | 0.010974 | 0.065607 |
| T cell receptor signaling pathway | 10 | 0.014952 | 0.085661 |
| Antigen processing and presentation | 8 | 0.024482 | 0.132012 |

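Genes of the circadian clock and of the acute phase lay lower in HGPP than in MCD livers in part. The clock repressor Bhlhe41 was at 0.380 ± 0.102 FPKM in HGPP and 1.37 ± 0.2005 in MCD, and Per3, a period gene, at 2.33 ± 0.309 and 6.31 ± 0.8003 (SD, n = 3 each). Over 18 clock genes the median log2 fold change was -0.34, and none passed limma's adjusted p over all genes (2 lower when adjusted over the list alone). Over 19 acute phase genes the median was -0.16, with 0 lower over all genes and 5 over the list alone, and the orosomucoid gene Orm2 was at 40.7 ± 4.39 and 137 ± 64.5 FPKM (SD, n = 3 each). Complement and coagulation genes had medians of 0.01 and 0.12, with 0 genes over all genes or over the list alone, and the receptor C5ar1 was at 1.52 ± 0.0820 FPKM in HGPP and 4.94 ± 3.17 in MCD. Of 30 cell cycle genes none passed (0 over the list alone), with a median of -0.05, and of 15 immediate early genes none passed (1 lower over the list alone), with a median of -0.29. The 33 matrix and fibrosis genes had a median of -0.47 (0 over all genes and over the list alone). Their camera call is lost without MCD replicate 2 (median -0.202, camera adjusted p = 0.328) or HGPP replicate 1. In this list, the inhibitor of matrix proteases Timp1 was at 1.31 ± 1.19 FPKM in HGPP and 5.63 ± 4.16 in MCD (SD, n = 3 each). The 27 interferon-stimulated genes had a median of 0.10 (0 over all genes and over the list alone), which was -0.15 without MCD replicate 1. As sets, camera gave adjusted p of 0.0424 for the clock, 0.193 for the acute phase, 0.564 for complement, 0.193 for coagulation, 0.868 for the cell cycle, 0.165 for immediate early genes, 0.00649 for matrix genes and 0.0396 for interferon-stimulated genes. The clock call is lost without MCD replicate 1 or HGPP replicate 2 (camera, adjusted p up to 0.706), with no filter, median-of-ratios scaling, array weights or no trend. That of interferon-stimulated genes is lost without MCD replicate 1 or 2 or HGPP replicate 2 or 3 (camera, adjusted p up to 0.768), with a filter at FPKM 1, quantile normalization, one fit over 9 libraries, array weights or RIN as a covariate. The 3 calls among these are lost with an estimated correlation (adjusted p = 0.468 for the clock, adjusted p = 0.666 for matrix genes and adjusted p = 0.686 for interferon-stimulated genes). Clock genes depend on the time of day at which livers were taken, which is not given in the sources used here.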

**Supplementary Table 7.** Top 20 of Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathways between MCD vs HGPP group (*P* value < 0.05).

| KEGG enrichment pathway | DEG | *P* value | *P* adjust |
| --- | --- | --- | --- |
| Retinol metabolism | 29 | 3.54E-12 | 5.11E-10 |
| Complement and coagulation cascades | 26 | 1.84E-10 | 1.75E-08 |
| Steroid hormone biosynthesis | 26 | 2.42E-10 | 1.75E-08 |
| Metabolism of xenobiotics by cytochrome P450 | 22 | 7.38E-10 | 4.27E-08 |
| Arachidonic acid metabolism | 22 | 1.07E-07 | 5.14E-06 |
| Drug metabolism - other enzymes | 21 | 4.85E-07 | 1.76E-05 |
| Drug metabolism - cytochrome P450 | 18 | 4.87E-07 | 1.76E-05 |
| Linoleic acid metabolism | 13 | 2.22E-05 | 0.000713 |
| Phenylalanine metabolism | 8 | 7.50E-05 | 0.002168 |
| ABC transporters | 12 | 0.000107 | 0.002729 |
| Bile secretion | 16 | 0.000113 | 0.002729 |
| Glutathione metabolism | 14 | 0.000156 | 0.003472 |
| Inflammatory mediator regulation of TRP channels | 20 | 0.000372 | 0.00716 |
| Pentose and glucuronate interconversions | 9 | 0.00042 | 0.007581 |
| Amino sugar and nucleotide sugar metabolism | 11 | 0.000564 | 0.009584 |
| Cell cycle | 19 | 0.000806 | 0.012945 |
| Osteoclast differentiation | 19 | 0.000893 | 0.013579 |
| Galactose metabolism | 8 | 0.001319 | 0.019054 |
| Ascorbate and aldarate metabolism | 7 | 0.002101 | 0.027474 |
| Glycolysis / Gluconeogenesis | 12 | 0.002187 | 0.027474 |

**Supplementary Table 8.** Top 20 of Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathways between MCS vs HGPP group (*P* value < 0.05).

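In HGPP livers 11 of 29 drug-metabolizing enzymes fell against MCS, and 13 of 20 targets of ATF4, the transcription factor of amino acid stress, rose. Of the enzymes 2 rose (limma, adjusted p under 0.05 for both counts, 4 higher and 15 lower when adjusted over the list alone), with a median log2 fold change of -0.48. The cytochrome P450 gene Cyp2c37 went from 281 ± 32.3 FPKM in MCS to 85.6 ± 27.0 in HGPP (SD, n = 3 each, limma adjusted p = 0.00188). Of the ATF4 targets none fell (17 higher over the list alone), with a median of 1.56. Asparagine synthetase, Asns, rose from 1.70 ± 0.526 to 14.8 ± 1.77 FPKM (SD, n = 3 each, limma adjusted p = 0.000286). Of 19 targets of NRF2, a transcription factor of the response to electrophiles, 9 rose and none fell (13 over the list alone), with a median of 0.77. Among them was Srxn1, sulfiredoxin (log2 fold change 2.89, limma adjusted p = 0.000549). Of 30 cell cycle genes 17 rose and 1 fell (23 and 1 over the list alone), with a median of 1.20, and Cdk1 rose by 2.42 (limma, adjusted p = 0.00168). Of 13 antioxidant enzymes 3 rose and 1 fell (the same over the list alone), with a median of 0.21. Of 12 male-biased liver genes 1 rose and 5 fell (2 and 7 over the list alone), with a median of -0.89, and of 11 female-biased genes 2 rose (2 over the list alone), with a median of 0.43. Of 23 complement genes 5 rose and 8 fell (6 and 9 over the list alone), with a median of -0.37, and of 25 coagulation genes 4 rose and 6 fell (5 and 10 over the list alone), with a median of -0.38. Of 33 matrix genes 17 rose (24 higher and 1 lower over the list alone), with a median of 1.03, and of 26 osteoclast differentiation genes 12 rose (18 over the list alone), with a median of 1.14. The camera adjusted p was 8.52e-12 for drug-metabolizing enzymes, 9.66e-07 for ATF4 targets, 0.000337 for NRF2 targets, 5.98e-05 for the cell cycle and for matrix genes, 0.755 for antioxidant enzymes, 1.95e-08 for male-biased and 0.894 for female-biased genes, 3.87e-07 for complement and for coagulation, and 0.00122 for osteoclast differentiation. With an estimated correlation no call holds (adjusted p = 0.250 for drug-metabolizing enzymes, male-biased genes, complement and coagulation, 0.375 for ATF4 targets, 0.493 for NRF2 targets and the cell cycle, and 0.639 for matrix and osteoclast genes).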

| KEGG pathway | Size | ES | NES | *P* value | *P* adjust |
| --- | --- | --- | --- | --- | --- |
| Cytokine cytokine receptor interaction | 93 | -0.50281 | -1.71761 | 0.000103 | 0.003031 |
| Cell adhesion molecules cams | 76 | -0.53389 | -1.79238 | 0.000104 | 0.003031 |
| Leukocyte transendothelial migration | 68 | -0.54185 | -1.80179 | 0.000104 | 0.003031 |
| Natural killer cell mediated cytotoxicity | 60 | -0.55802 | -1.83237 | 0.000105 | 0.003031 |
| Hematopoietic cell lineage | 42 | -0.6386 | -2.00308 | 0.000109 | 0.003031 |
| Primary immunodeficiency | 20 | -0.73498 | -2.02977 | 0.00012 | 0.003031 |
| Toll-like receptor signaling pathway | 53 | -0.55742 | -1.80274 | 0.000213 | 0.004601 |
| Primary bile acid biosynthesis | 11 | 0.798061 | 2.497916 | 0.000412 | 0.007439 |
| Leishmania infection | 37 | -0.60725 | -1.86814 | 0.000443 | 0.007439 |
| Drug metabolism other enzymes | 21 | 0.627663 | 2.407274 | 0.00061 | 0.008015 |
| Dilated cardiomyopathy | 53 | -0.54299 | -1.75606 | 0.00064 | 0.008015 |
| Butanoate metabolism | 25 | 0.709124 | 2.829118 | 0.00073 | 0.008015 |
| Fatty acid metabolism | 26 | 0.560906 | 2.260436 | 0.000746 | 0.008015 |
| Propanoate metabolism | 27 | 0.57141 | 2.317518 | 0.000775 | 0.008015 |
| Tryptophan metabolism | 28 | 0.572616 | 2.356241 | 0.000796 | 0.008015 |
| Valine leucine and isoleucine degradation | 32 | 0.645335 | 2.801723 | 0.000887 | 0.008374 |
| Beta alanine metabolism | 17 | 0.588348 | 2.092245 | 0.001065 | 0.009361 |
| T cell receptor signaling pathway | 64 | -0.51442 | -1.70001 | 0.001153 | 0.009361 |
| Glycine serine and threonine metabolism | 20 | 0.57057 | 2.159806 | 0.001178 | 0.009361 |
| B cell receptor signaling pathway | 57 | -0.51698 | -1.6881 | 0.00127 | 0.009585 |
| Drug metabolism cytochrome p450 | 27 | 0.478251 | 1.939685 | 0.00155 | 0.0108 |
| Pantothenate and coa biosynthesis | 10 | 0.694287 | 2.095622 | 0.001574 | 0.0108 |
| Citrate cycle tca cycle | 12 | 0.667332 | 2.141408 | 0.001737 | 0.011275 |
| Peroxisome | 56 | 0.445513 | 2.188083 | 0.001792 | 0.011275 |
| Hypertrophic cardiomyopathy hcm | 46 | -0.5391 | -1.71029 | 0.001947 | 0.011757 |
| Steroid hormone biosynthesis | 14 | 0.638058 | 2.15507 | 0.002387 | 0.013861 |
| Fc epsilon ri signaling pathway | 44 | -0.5247 | -1.65597 | 0.00326 | 0.018231 |
| Fc gamma r mediated phagocytosis | 61 | -0.49019 | -1.61323 | 0.003686 | 0.019877 |
| Cell cycle | 82 | -0.45728 | -1.54471 | 0.00403 | 0.020985 |
| Porphyrin and chlorophyll metabolism | 17 | 0.573417 | 2.03915 | 0.00426 | 0.021441 |
| Calcium signaling pathway | 89 | -0.44905 | -1.5276 | 0.004622 | 0.022511 |
| Spliceosome | 57 | 0.333132 | 1.63873 | 0.005455 | 0.025502 |
| Lysine degradation | 28 | 0.43616266 | 1.79475376 | 0.00557325 | 0.02550183 |
| Arachidonic acid metabolism | 26 | -0.5729482 | -1.6640369 | 0.00658047 | 0.02922501 |
| Ecm receptor interaction | 56 | -0.4822676 | -1.5714886 | 0.00762389 | 0.03289163 |
| Regulation of autophagy | 12 | 0.58088382 | 1.86400402 | 0.00825011 | 0.03460462 |
| Nod-like receptor signaling pathway | 28 | -0.5496473 | -1.6177649 | 0.01040476 | 0.04246265 |
| Pyruvate metabolism | 22 | 0.45557468 | 1.76216502 | 0.01096067 | 0.04355424 |
| Starch and sucrose metabolism | 22 | 0.44950075 | 1.73867104 | 0.01225016 | 0.04743011 |
| Biosynthesis of unsaturated fatty acids | 11 | 0.57627557 | 1.8037329 | 0.01276245 | 0.04817826 |

**Supplementary Table 9.** Gene Set Enrichment Analysis (GSEA) of KEGG pathway between MCS vs MCD group. (|NES|＞1 and *P* adjust＜0.05)

| KEGG pathway | Size | ES | NES | *P* value | *P* adjust |
| --- | --- | --- | --- | --- | --- |
| Cytokine receptor interaction | 140 | -0.6395 | -1.97964 | 0.000101 | 0.00611 |
| Chemokine signaling pathway | 115 | -0.5765 | -1.77003 | 0.000101 | 0.00611 |
| Hematopoietic cell lineage | 47 | -0.71808 | -2.03125 | 0.000108 | 0.00611 |
| Natural killer cell mediated cytotoxicity | 70 | -0.59211 | -1.75264 | 0.000208 | 0.007866 |
| Primary immunodeficiency | 21 | -0.73229 | -1.84165 | 0.000238 | 0.007866 |
| Neuroactive ligand receptor interaction | 88 | -0.54881 | -1.65668 | 0.000307 | 0.007866 |
| Leishmania infection | 38 | -0.66472 | -1.83118 | 0.00033 | 0.007866 |
| Intestinal immune network for IGA production | 17 | -0.78109 | -1.88863 | 0.00037 | 0.007866 |
| Calcium signaling pathway | 102 | -0.52585 | -1.60434 | 0.000508 | 0.009204 |
| Toll-like receptor signaling pathway | 61 | -0.58355 | -1.70302 | 0.000629 | 0.009204 |
| Citrate cycle (TCA cycle) | 22 | 0.651188 | 2.26834 | 0.000645 | 0.009204 |
| Proteasome | 24 | 0.596571 | 2.13289 | 0.000692 | 0.009204 |
| T cell receptor signaling pathway | 69 | -0.55981 | -1.65385 | 0.000728 | 0.009204 |
| Fc epsilon RI signaling pathway | 45 | -0.60146 | -1.69274 | 0.000758 | 0.009204 |
| Type II diabetes mellitus | 31 | -0.65234 | -1.74549 | 0.000902 | 0.009875 |
| Drug metabolism cytochrome p450 | 33 | 0.588501 | 2.305717 | 0.000929 | 0.009875 |
| Glutathione metabolism | 37 | 0.554533 | 2.231468 | 0.00105 | 0.009962 |
| B cell receptor signaling pathway | 57 | -0.57098 | -1.65511 | 0.001055 | 0.009962 |
| Cell adhesion molecules cams | 79 | -0.52597 | -1.57446 | 0.001337 | 0.011962 |
| Biosynthesis of unsaturated fatty acids | 13 | 0.68866 | 2.038448 | 0.001759 | 0.014952 |
| Terpenoid backbone biosynthesis | 11 | 0.722471 | 2.029395 | 0.001993 | 0.016132 |
| Porphyrin and chlorophyll metabolism | 18 | 0.583697 | 1.924994 | 0.002187 | 0.016165 |
| Steroid hormone biosynthesis | 18 | 0.585891 | 1.932228 | 0.002187 | 0.016165 |
| Metabolism of xenobiotics by cytochrome p450 | 31 | 0.484282 | 1.860679 | 0.002643 | 0.018722 |
| Dilated cardiomyopathy | 56 | -0.54624 | -1.58101 | 0.003379 | 0.022975 |
| Fc gamma R mediated phagocytosis | 63 | -0.52549 | -1.53905 | 0.004811 | 0.030028 |
| Nod-like receptor signaling pathway | 36 | -0.59225 | -1.61888 | 0.004882 | 0.030028 |
| Fatty acid metabolism | 30 | 0.470206 | 1.786837 | 0.005093 | 0.030028 |
| Allograft rejection | 10 | -0.77007 | -1.66359 | 0.005299 | 0.030028 |
| Pentose and glucuronate interconversions | 10 | 0.719714 | 1.950477 | 0.005299 | 0.030028 |
| Retinol metabolism | 24 | 0.509653 | 1.822135 | 0.005533 | 0.03034 |
| Protein export | 14 | 0.634547 | 1.931501 | 0.006413 | 0.03407 |
| Leukocyte transendothelial migration | 77 | -0.49977 | -1.49251 | 0.007007 | 0.034448 |
| JAK STAT signaling pathway | 71 | -0.50763 | -1.50512 | 0.007053 | 0.034448 |
| Ubiquitin mediated proteolysis | 80 | 0.315307 | 1.474865 | 0.007092 | 0.034448 |
| Steroid biosynthesis | 13 | 0.627846 | 1.858437 | 0.007916 | 0.037379 |
| Graft versus host disease | 11 | -0.73859 | -1.62677 | 0.008541 | 0.039244 |
| Valine leucine and isoleucine degradation | 35 | 0.410512 | 1.629779 | 0.009699 | 0.043392 |
| N glycan biosynthesis | 28 | 0.45657 | 1.712081 | 0.010228 | 0.044299 |
| Type I diabetes mellitus | 13 | -0.70736 | -1.61649 | 0.010611 | 0.044299 |
| Oxidative phosphorylation | 61 | 0.321093 | 1.426284 | 0.010684 | 0.044299 |
| Regulation of autophagy | 14 | 0.598489 | 1.821745 | 0.011452 | 0.046354 |

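Genes of cholesterol synthesis lay higher in HGPP than in MCD livers, and so did those of drug metabolism and of fat synthesis by smaller amounts. All 24 genes of cholesterol synthesis lay above 0, with a median log2 fold change of 0.56, and none passed limma's adjusted p over all genes (6 higher when adjusted over the list alone). The per-liver medians over the MCS mean were 0.196, -0.329 and -0.09 in HGPP, and -0.214, -0.741 and -0.901 in MCD. The livers thus overlapped, with HGPP replicate 2 below MCD replicate 1. Idi1, the isopentenyl diphosphate isomerase, was at 4.86 ± 2.65 FPKM in HGPP, 0.918 ± 0.363 in MCD and 5.60 ± 2.72 in MCS (SD, n = 3 each), and Sqle, squalene epoxidase, at 11.9 ± 3.05 in HGPP and 4.32 ± 1.93 in MCD. In MCD against MCS all 24 lay below 0 with a median of -0.64, and 8 fell (11 over the list alone). The 29 drug-metabolizing enzymes had a median of 0.30 in HGPP against MCD, with 0 genes past limma's adjusted p and, over the list alone, 3 higher and 1 lower, and Cyp2c29 was at 91.6 ± 21.7 and 36.8 ± 6.47 FPKM (SD, n = 3 each). The 21 lipogenesis genes had a median of 0.37 (0 over all genes, 3 higher and 1 lower over the list alone), with the regulator Srebf1 at 16.5 ± 3.06 FPKM in HGPP and 38.7 ± 13.5 in MCD, against the direction of the list. The 12 bile acid synthesis genes had a median of 0.19 (0 over all genes and over the list alone), and their call is lost without MCD replicate 1 or 2 or HGPP replicate 1 (camera, adjusted p up to 0.524), with a filter at FPKM 1, quantile normalization or RIN as a covariate. That of drug-metabolizing enzymes is lost with quantile normalization. In HGPP against MCD the camera adjusted p was 1.88e-11 for cholesterol synthesis, 0.000208 for drug metabolism, 0.000311 for lipogenesis and 0.0259 for bile acid synthesis, and with an estimated correlation adjusted p = 0.468 for the first 3 and 0.497 for the last. In MCD against MCS it was 3.54e-16 for cholesterol synthesis (adjusted p = 0.224 with an estimated correlation).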

**Supplementary Table 10.** Gene Set Enrichment Analysis (GSEA) of KEGG pathway between MCD vs HGPP group (|NES|＞1 and *P* adjust＜0.05).

| KEGG pathway | Size | ES | NES | *P* value | *P* adjust |
| --- | --- | --- | --- | --- | --- |
| Cell cycle | 119 | 0.55761527 | 1.85392733 | 0.00011509 | 0.01073601 |
| Cell adhesion molecules cams | 93 | 0.5741544 | 1.85744329 | 0.00011929 | 0.01073601 |
| ErbB Signaling Pathway | 82 | 0.56303672 | 1.79073098 | 0.0002434 | 0.01460387 |
| Valine Leucine and Isoleucine Degradation | 41 | -0.652028 | -2.2028374 | 0.00039793 | 0.01482397 |
| Peroxisome | 75 | -0.5498875 | -2.1143717 | 0.00052438 | 0.01482397 |
| Leukocyte transendothelial migration | 101 | 0.519671 | 1.69414936 | 0.00058969 | 0.01482397 |
| Focal adhesion | 181 | 0.45448113 | 1.56635189 | 0.00065674 | 0.01482397 |
| Butanoate metabolism | 28 | -0.6431654 | -2.002387 | 0.00069711 | 0.01482397 |
| ECM receptor interaction | 75 | 0.55659252 | 1.74802186 | 0.0007412 | 0.01482397 |
| Drug metabolism other enzymes | 27 | -0.6472459 | -2.0011728 | 0.00102459 | 0.01788376 |
| Tryptophan metabolism | 34 | -0.5553653 | -1.8070458 | 0.0010929 | 0.01788376 |
| Lysine degradation | 43 | -0.5000976 | -1.7146351 | 0.0011976 | 0.01796407 |
| P53 signaling pathway | 59 | 0.57029244 | 1.73130644 | 0.00140593 | 0.01946673 |
| Cytokine receptor interaction | 172 | 0.44610869 | 1.53159776 | 0.00165107 | 0.02122808 |
| Steroid hormone biosynthesis | 24 | -0.6022841 | -1.7978182 | 0.0036888 | 0.04297721 |
| Glioma | 60 | 0.53922598 | 1.64063101 | 0.0038202 | 0.04297721 |

**Supplementary Table 11.** Gene Set Enrichment Analysis (GSEA) of KEGG pathway between MCS vs HGPP group (|NES|＞1 and *P* adjust＜0.05).

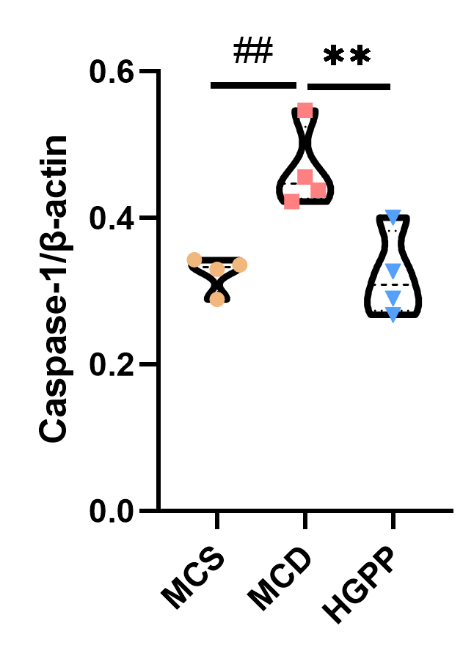
**
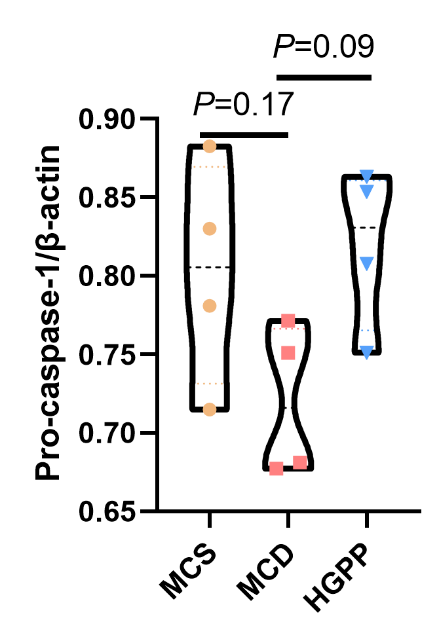
**

**Supplementary Figure 4.** The western blotting analysis of Caspase-1/β-actin and Pro-caspase-1/β-actin.

How the deposited data were processed for this re-analysis (not part of the article)

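The samples are 9 mouse liver libraries, 3 from mice on the sufficient diet (MCS), 3 from mice on the methionine- and choline-deficient diet (MCD) and 3 from mice on the deficient diet with the polysaccharides at 300 mg/kg (HGPP). Each library is 1 mouse. The authors deposited 1 table of FPKM values for 21936 genes, which they made before deposit by trimming, alignment, counting and division by gene length and library size. The paper's methods name Cutadapt and HTSeq for these steps and DESeq for the comparisons. The submitters' processing notes name fastp 0.20.1, STAR 2.7.7a and featureCounts 2.0.0. Raw reads were not used here.

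The table holds no missing values, no duplicated gene IDs and no columns of other samples. Of its genes 21817 carry a symbol and a place in GENCODE vM21 (GRCm38), 21780 of them as protein coding, and 4870 are at 0 in all libraries. The build is not given in the sources used here and was inferred from gene lengths: with those of GENCODE vM21, 98.13% of 115795 values of up to 1000 reads are whole reads within 0.02, and 98.07% of genes are whole in every library. Depth was recovered from the same step. Values near an FPKM of 0.1 rest on 1.15 reads per kb in MCD replicate 1 and on 1.89 in MCS replicate 1.

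Genes with an FPKM of at least 0.1 in 3 or more of the 9 libraries were kept, 13817 in all. Groups were compared in pairs with limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. The study's thresholds, a log2 fold change beyond 1 with an unadjusted p under 0.05, were applied to the same fit. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The tests of 1 value per library are exact permutation tests, two-sided, whose smallest p is 0.1 with 3 against 3.

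The 56 gene lists were written by hand, and 52 of them have at least 3 genes kept. They cover pattern receptor and leukocyte pathways, markers of liver and blood cell types, liver metabolism, stress responses, the clock, the cell cycle, RNA quality and reference genes, and 4 hold genes that the study names. KEGG, GO and GSEA gene sets were not used here. Lists were tested with limma's camera at a preset correlation of 0.01, then with an estimated correlation, and with fry. Fisher's exact test compared each list with the genes past the study's thresholds. Named genes are those the study names, up to 8 genes in each direction with a mean of at least 1 FPKM in a group and no overlap between the groups, and up to 4 members of each list. The 8 are those past the adjusted p with the largest fold, filled up where there are fewer with genes past the study's thresholds in the order of their p.

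The alternatives were a pseudocount of 1 or 0.01, no filter, a filter at an FPKM of 1, TPM, median-of-ratios and quantile scaling, one fit over 9 libraries, array weights, no trend, the replicate number as a block, RIN as a covariate, and each library left out. limma's voom on the recovered reads was added after the values were seen. Nothing in the labels pairs mice across groups, so the groups were treated as unpaired. All 9 libraries were used.

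The code was run on libraries simulated with normal noise of each gene's fitted mean and spread, with known changes added. Of 100 genes with a 4-fold change, 89, 91 and 94 were called at the adjusted p in the 3 comparisons, and of 100 with a 2-fold change 23, 29 and 48. Among the unchanged genes 9, 13 and 8 were called. The simulated genes were independent of each other, and the changed ones were drawn at random from all genes. These shares therefore do not tell how often a change is called among immune genes, which vary together between livers. A gene that was not called in the real data is not thereby shown to be unchanged. The rule by which a gene list counts as reversed under an alternative was changed after the alternatives had been run, from the sign of the median to the direction of the set test, which lowered the number of such values from 52 to 6. qPCR, histology, Western blots, serum values and 16S sequencing of the study are not analysed here. The values of 1 gene are not reported here.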

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

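The tests of leukocyte dilution, of fewer leukocytes and of single MCD libraries were chosen only after the results were seen, while those of scaling, low values and splits were set before.

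In HGPP against MCD, markers of 6 leukocyte types stood out because the paper's text names terms such as leukocyte and T cell activation but gives no values for markers of cell types. Their median log2 fold changes were -1.69 for monocyte-derived macrophages, -1.91 for neutrophils, -0.80 for T cells, -1.57 for B cells, -1.16 for NK cells and -0.93 for dendritic cells. A larger share of hepatocyte RNA that dilutes all other cells alike was tested with monocyte-derived macrophages and neutrophils only. These 2 types had the lowest medians of the 6. Their 22 markers differed from the 47 resident markers by -1.79 (95% interval over genes, which are not independent, -2.17 to -1.36). Per liver this difference was -1.73 (95% interval from the spread between livers -2.62 to -0.84). The difference goes against such a dilution for the 2 types, but they were picked after their medians had been seen. The intervals are therefore no independent test, and the other leukocyte types were not tested in this way. Fewer leukocytes in the tissue remain a candidate explanation of the lower TLR and inflammasome genes. The 18 genes named by the study, with a median of -0.952, lay above the 22 macrophage and neutrophil markers by 0.86 (95% interval over genes 0.47 to 1.25). Their median also lay above those of B cell and NK cell markers, but not above those of T cell or dendritic cell markers. The interval was computed for the 2 chosen types only. Some of the 18 genes are low, with HGPP means down to 0.0933 FPKM, where this scale understates a change. They also rose less in MCD against MCS, with medians of 2.00 for TLR and 1.80 for inflammasome genes, against 3.98 and 3.11 for macrophage and neutrophil markers. Their smaller fall therefore cannot tell fewer leukocytes from less expression per leukocyte. A single MCD library as the source of the lower leukocyte markers cannot be told apart from treatment with so few livers. In the per-liver median of all 59 markers, the mean of HGPP minus that of MCD was -1.26 with all livers (95% interval from the spread between livers -2.87 to 0.34), and -1.72 (-3.18 to -0.26), -1.22 (-3.59 to 1.14) and -0.85 (-2.51 to 0.81) without MCD replicate 1, 2 or 3.

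Cholesterol synthesis stood out in HGPP against MCD, with a median of 0.56 and all 24 genes above 0, because the text does not discuss it, although a supplementary table lists steroid and terpenoid backbone biosynthesis. These genes vary together, and none passed limma's adjusted p. The camera call is lost with an estimated correlation (adjusted p = 0.468). Per liver the medians overlapped, at -0.329 in HGPP replicate 2 and -0.214 in MCD replicate 1. Acod1 and Hsd3b2 stood out as 2 of the only 3 genes past limma's adjusted p, with log2 fold changes of -3.72 and -2.07, and the text names neither. Acod1 is a gene of activated macrophages, and Hsd3b2 is a steroid dehydrogenase with near copies that may share its reads; neither passed with quantile normalization, where 0 genes did.

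Among genes past the study's thresholds in MCD against MCS, 90.9% were higher. The share was 69.9% with median-of-ratios factors and 63.6% among the 379 genes with a mean of at least 10 FPKM, and 58.3% with quantile normalization. At the adjusted p it was 54.7% with median-of-ratios and 53.2% with quantile normalization. The share thus depended on the scaling. Median-of-ratios factors were 0.752 to 0.901 in MCS and 1.047 to 1.234 in MCD, and lowered the median log2 fold change of all genes from 0.40 to 0.02. How much of the skew comes from scaling to a total cannot be told, because median-of-ratios scaling itself centres the typical gene. Whether low values of shallow libraries add to the skew was not settled. The median depth was lower in MCD than in MCS, 13115716 against 15624328 fragments. Yet genes above 0 numbered 15002 to 15630 per library in MCD and 14468 to 14651 in MCS, the reverse of what reads lost at low depth would give. The limit of 10 FPKM also changes which kinds of genes are counted. The shares of 69.9% and 63.6%, the measures named in advance, lie between the limits of 60% and 80% set for them.

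Only 10 splits of 3 against 3 exist, too few for a share under 0.05. The genes at adjusted p were 3060 in the real split and at most 1 in another for MCD against MCS, 3 and at most 1 for HGPP against MCD, and 2602 and at most 1 for HGPP against MCS, each matched by 1 split, the real one. At the study's thresholds the values were 2940 against 599, 841 against 1022 and 1713 against 320, with 1, 2 and 1 splits as large. The lists called by camera were 35 against 38, 34 against 38 and 28 against 32, with 2, 2 and 3 splits as large. The split of HGPP and MCD livers that called 1022 genes sets MCD1, HGPP1 and HGPP3 against MCD2, MCD3 and HGPP2. It differs from the real split only in exchanging MCD1 and HGPP2, so it still carries part of the treatment contrast. A structure of the samples apart from treatment was not tested.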

How the results depend on the processing

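voom on the recovered reads was chosen only after the results were seen; all other settings were set before.

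Genes at adjusted p in MCD against MCS (3060) were 1795 with no filter, 1258 with quantile normalization, 1876 with the replicate number as a block, 1826 with RIN as a covariate, and 1248 to 3629 with 1 library left out. At the study's thresholds (2940) they were 1102 with a pseudocount of 1, 1805 with a filter at FPKM 1 and 1754 with quantile normalization. For HGPP against MCD the adjusted p gave 3 genes, and 0 with no filter, 8 with TPM, 0 with quantile normalization, 16 with one fit, 244 with array weights, 14 with the block, 0 with RIN, 1 with voom, 0 with voom and median-of-ratios, and 0 to 443 with 1 library left out. At the study's thresholds (841) it was 261 with a pseudocount of 1, 486 with a filter at FPKM 1, 1345 with array weights, 392 with RIN and 530 to 1359 with 1 library left out. In HGPP against MCS the adjusted p gave 2602, and 1567 with no filter, 1375 with median-of-ratios, 1201 with quantile normalization, 1420 with one fit, 1585 with the block, 987 with RIN, 1634 with voom and median-of-ratios, and 1025 to 2025 with 1 library left out. At the study's thresholds (1713) it was 578 with a pseudocount of 1 and 1005 with quantile normalization.

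In MCD against MCS, TLR signaling (median 0.64) and NLR signaling (1.07) lost their camera calls with an estimated correlation (adjusted p = 0.556 and 0.395). For HGPP against MCD, TLR signaling (-0.23) lost it with an estimated correlation (adjusted p = 0.571) and by fry (0.257 directional, 0.0618 mixed), and NLR signaling (-0.54) with an estimated correlation (0.468) and by directional fry (0.255). For HGPP against MCS limma's camera made no call, while limma's fry called TLR signaling (0.445, adjusted p 0.0153 directional and 0.00116 mixed) and NLR signaling (0.54, 0.0153 and 0.00257). NLR signaling was also called by limma's camera with no filter (0.536, adjusted p = 0.0471), with array weights (0.533, 0.0406) and without MCS replicate 1 (0.615, 0.0245), and its median was 0.451 to 0.615 with 1 library left out. Of the lists that camera called in MCD against MCS, HGPP against MCD and HGPP against MCS, 10 of 35, 16 of 34 and 9 of 28 had a median that moved by over 1.5 times or changed sign with 1 library left out. The call was lost with 1 library left out for 2, 11 and 12, with RIN for 0, 11 and 0, and with quantile normalization for 5, 7 and 5. Lists called were 1, 0 and 0 with an estimated correlation, and for HGPP against MCD 0 by directional and 5 by mixed fry. Enriched lists were 0 in HGPP against MCD and 13 in HGPP against MCS when genes at adjusted p were used. The first component held 90.8% on linear values that were not centred. Genes with opposite changes (659) were 2 at adjusted p, 198 with a pseudocount of 1, 373 with a filter at FPKM 1 and 402 to 1181 with 1 library left out. The Gapdh difference was -14.22 FPKM in MCD and -5.784 in HGPP against MCS with median-of-ratios scaling.

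The direction of 6 list results was reversed. By limma's directional fry these were interferon-stimulated genes (-0.03, adjusted p = 0.734) and qPCR reference genes (0.349, 0.0479) in MCD against MCS, and lipogenesis (0.085, 0.804), methionine and choline metabolism (0.002, 0.791) and acute phase proteins (0.167, 0.476) in HGPP against MCS. By limma's camera, interferon-stimulated genes in HGPP against MCD were reversed without MCD replicate 1 (-0.151, adjusted p = 0.768), and their median was -0.151 to 0.244 with 1 library left out. By the sign of the median, the rule first used, 52 were reversed.

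Calls kept under every setting were 1 of 35, 0 of 34 and 0 of 28 lists, and 82 of 181, 0 of 3 and 59 of 147 named genes, and no named gene was reversed. Libraries of the same number did not pair: their correlations ran from -0.34 to 0.3, and 0, 2 and 0 of 6 libraries matched best with their own number. The cause of these differences was not tested.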

Differences from the paper's values

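No test here was chosen after the result was seen; the settings are those fixed before the data were examined.

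The paper counts 1622 genes higher and 660 lower in MCD against MCS, and the counts here were 2671 and 269. The higher count lay within 1.5 times of the paper's in 5 of 18 settings: a filter at FPKM 1, median-of-ratios scaling, RIN as a covariate, and without MCS replicate 1 or MCD replicate 3. The lower count did so in 2 of 18, median-of-ratios and quantile scaling. In HGPP against MCS the paper counts 805 higher and 427 lower, and the counts here were 1509 and 204. These lay within 1.5 times in 4 of 18 settings (a filter at FPKM 1, median-of-ratios, quantile, and without HGPP replicate 2) and in 2 of 18 (median-of-ratios and quantile). With median-of-ratios scaling, the default of the DESeq package that the paper names, the counts were 1618 higher and 697 lower, and 796 higher and 454 lower. The totals, and the counts of HGPP against MCD, lay within 1.5 times without any change.

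Genes in both MCD against MCS and HGPP against MCS numbered 1265 here and about 840 in the paper (Fig. S3D, read by eye), within 1.5 times in 11 of 21 settings: no filter, a filter at FPKM 1, median-of-ratios, quantile, one fit, array weights, no trend, and without MCS replicate 3, MCD replicate 2, MCD replicate 3 or HGPP replicate 2. Genes in both HGPP against MCS and HGPP against MCD numbered 292 here and about 180 in the paper (Fig. S3E, read by eye), within 1.5 times in 9 of 21: no filter, a filter at FPKM 1, median-of-ratios, quantile, RIN, and without MCS replicate 3, MCD replicate 3, HGPP replicate 2 or HGPP replicate 3.

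The first and second components held 52.9% and 14.8% here, and about 91% and about 8.2% in the paper (Fig. 4A, read by eye). The first lay within 1.5 times on linear values, centred or not, and on the 500 most variable genes, 3 of 5 settings, and the second on linear values that were not centred and on the 500 most variable genes, 2 of 5. On linear values that were not centred they held 90.8% and 8.2%, the closest to the paper's values.

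From heatmaps of FPKM values the paper states that 17 genes were downregulated with HGPP. All 17 lay below 0 here, 10 passed the study's thresholds, and 16 did not pass limma's adjusted p. Without MCD replicate 1, 7 passed it. The paper also reports lower TNF-α, IL-1β, ASC, NLRP3 and TLR2 with HGPP by qPCR. By immunohistochemistry it reports less TLR2, NLRP3, ASC, Caspase-1 and IL-1β, and in serum less IL-1β and LBP. Caspase-1 was examined by Western blot as well. None of these measurements is analysed here. The paper states activation of TLR and NLR signaling in MCD, and that this result was also found between MCD and HGPP. The paper bases this on GSEA of KEGG gene sets, which was not repeated here. The lists used here are not its gene sets. Camera called both lists in both comparisons with the preset correlation, and neither with an estimated one. With an estimated correlation it called only 1 of 52 lists in MCD against MCS and 0 in HGPP against MCD, so the loss is not particular to TLR and NLR signaling.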

Other observations

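No test in this part was chosen after the result was seen, but which lists and genes to describe here was chosen after.

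In MCD livers the response to amino acid shortage rose: of 20 ATF4 targets 10 rose (limma, adjusted p under 0.05, 11 over the list alone), with a median log2 fold change of 1.18 (camera, adjusted p = 0.00057, and 0.237 with an estimated correlation). Of 12 male-biased liver genes 7 fell (7 over the list alone), with a median of -1.36 (camera, adjusted p = 3.28e-09, and 0.189 with an estimated correlation), and of 11 female-biased genes 3 rose (3 over the list alone), with a median of 0.28. Of 21 lipogenesis genes 5 fell (6 over the list alone), and of 22 genes of methionine and choline metabolism 3 rose and 5 fell, with medians of -0.19 and -0.26. With 1 library left out the lipogenesis median ran from -0.563 to -0.094 and that of the male-biased genes from -1.583 to -0.901. The camera adjusted p was 4.36e-06 for lipogenesis and 1.28e-05 for methionine and choline metabolism, and 0.208 and 0.11 with an estimated correlation. The second call is also lost with quantile normalization.

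Lipid storage genes lay in both directions between HGPP and MCD livers, and none passed the test. Plin2, a droplet coat protein, was at 643 ± 198.5 FPKM in HGPP and 324 ± 144 in MCD (SD, n = 3 each), a log2 fold change of 1.03 (limma, adjusted p = 0.291). Lpl, the lipoprotein lipase that macrophages also express, was at 5.59 ± 1.02 and 29.8 ± 20.4 FPKM, a log2 fold change of -2.16 (limma, adjusted p = 0.143). Cux2, a female-typical liver factor, had one of -1.99 (limma, adjusted p = 0.129), and Lcn2, the acute phase lipocalin, one of -1.42 (limma, adjusted p = 0.129).

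MCD livers differed among each other more than those of the other groups: the median SD of a gene on the log2 scale was 0.367 in MCD, 0.261 in MCS and 0.259 in HGPP. Among lists that camera called, the median changed sign in at least 1 setting for 1 of 34 in HGPP against MCD, 3 of 35 in MCD against MCS and 5 of 28 in HGPP against MCS.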
